# Dendritic Cell-Restricted Progenitors Contribute to Obesity-Associated Airway Inflammation via Adam17-p38 MAPK-Dependent Pathway

**DOI:** 10.3389/fimmu.2020.00363

**Published:** 2020-02-28

**Authors:** Anil Kumar Jaiswal, Sangeet Makhija, Natalie Stahr, Maninder Sandey, Amol Suryawanshi, Ankit Saxena, Pradeep K. Dagur, J. Philip McCoy, Stewart J. Levine, Amarjit Mishra

**Keywords:** dendritic cell-restricted progenitors, CDPs, obesity, asthma, Adam17, p38 MAPK pathway

## Abstract

Proliferation of dendritic cell (DC)—restricted progenitor cells in bone marrow compartment is tightly regulated at steady state and responds to multiple tissue-specific triggers during disturbed homeostasis such as obesity. DCs in the lung stem from a rapidly dividing DC-restricted progenitor cells and are effective at generating adaptive immune responses in allergic airway inflammation. Precisely, how DC-restricted progenitor expansion and differentiation are influenced by airway inflammation to maintain constant supply of myeloid DCs is poorly understood. Here we show that a high fat diet (HFD) induces oxidative stress and accelerates the expansion of DC- restricted progenitor cells in bone marrow and correlates with persistent induction of p38 mitogen activated protein kinase (MAPK), which is blocked with a selective p38α/β MAPK inhibitor. Mice fed a HFD and sensitized to inhaled allergen house dust mite (HDM) led to alterations of DC- restricted progenitor cells that were characterized by increased expansion and seeding of lung DCs in airway inflammation. Mechanistically, we establish that the expansion induced by HFD dysregulates the expression of a disintegrin and metallopeptidase domain 17 (Adam17) and is required for p38 MAPK activation in DC-restricted progenitors. These results demonstrates that obesity produces persistent changes in DC precursors and that elevation of Adam17 expression is tightly coupled to p38 MAPK and is a key driver of proliferation. Altogether, these data provide phenotypic and mechanistic insight into dendritic cell supply chain in obesity-associated airway inflammation.

## Introduction

The prevalence of obesity continues to rise at a staggering rate in developed countries and is considered to be a proven risk-factor for both allergic and non-allergic asthma (1–3). Asthma severity appears to be increased in the obese and alters the response to controller therapy leading to greater healthcare utilization and reduced quality of life. In clinic, asthma in obese are distinguished by early-onset allergic and late-onset non-allergic phenotypes (4, 5) manifested by elevated IgE and serum eosinophil levels. Dietary high fat is one of the key factor to the development of obesity in humans. Previous animal studies have demonstrated various mechanism for unraveling the intricacies of high fat diet (HFD)-induced or HFD-exacerbated asthma (6, 7). A HFD qualitatively or quantitatively modifies lung adaptive immune response and airway inflammation by sensitization to inhaled allergen (8, 9). Among various aberrant systemic changes, HFD promotes low-grade inflammation initiated via multiple tissue-specific triggers (10, 11), circulating inflammatory mediators, and gut microbiota (12, 13). HFD alters bone marrow (BM) environment and homeostasis thereby influence leukocytosis, a hallmark of obesity-associated diseases (14–17). As such, HFD affects both the numbers and physiological function of lung immune cells stem from myeloid and lymphoid precursors in the BM (18, 19). As a consequence, to meet the enhanced demand of these cells the BM-lung axis are particularly salient in controlling allergic airway inflammation (20).

Airway dendritic cells (DCs) are professional antigen presenting cells and maintains lung immunity in response to inhaled allergens. The average resident-time of airway DCs in the lung are short, suggesting that these cells are continuously replenished by the hematopoietic system (21–24). Myeloid-derived lung DCs consist at least of three main populations: conventional or classical DCs (cDCs) that specifically express the transcription factor Zbtb46 (25, 26); type-I interferon-producing plasmacytoid DCs (pDCs) (27); and monocyte-derived DCs (moDCs) (28). Lung cDCs are further categorized as CD103^+^ cDCs and CD11b^+^ cDCs subpopulation, both instigate allergic airway inflammation (29, 30). Recent research studying the development pathways of DCs specifically focused on cDCs and pDCs that stem from clonogenic common DC progenitors (CDPs) in the BM (31, 32), in contrast to macrophage and moDCs that derived from macrophage-DC progenitors (MDPs) or precursor intermediate granulocyte macrophage progenitors (GMPs) (33). Research identified a direct impact of diet-induced alteration of hematopoietic stem cells (HSCs) and progenitors in BM compartment (34–36). Although obesity has also been associated with self-renewal, exhaustion, and mobilization of HSCs, its impact on DC-restricted progenitors in BM compartment and output to promote airway inflammation remains poorly understood. In this study we show that HFD-induced obesity alters the BM environment and DC-restricted progenitor proliferation and functional properties. We show that HFD promotes CDP proliferation in response to oxidative stress via activation of p38 MAPK signaling pathway and further accelerates lung DCs accumulation in response to sensitization of inhaled allergen. Molecularly, we establish that a disintegrin and metallopeptidase domain 17 (Adam17) is a key regulator of DC-restricted progenitors expansion and p38 activation in obesity. Altogether, this work identifies a key molecular mechanism by which obesity shapes the DC-restricted precursors and expansion in BM, which instigate DC-mediated allergic airway inflammation.

## Materials and Methods

### Reagents

High fat (TD.06414; 60 kcal% fat) or chow diet (TD.94048; 10 kcal% fat) Teklad custom diets were purchased from Envigo (Denver, Colorado, USA). HDM (*Dermatophagoides pteronyssinus*) extract was purchased from Greer Laboratories, Lenoir, NC, USA as a freeze-dried preparation (Item no. B82). Quantitative ELISA kits for measurements of CCL24, IL5, IL13, and IFN-γ were from R& D Systems (Minneapolis, MN, USA). Click-iT EdU (5-ethynyl-2′- deoxyuridine)—Alexa Fluor 647 kit for measurement of cell proliferation were from Life Technologies Corporation (Grand Island, NY, USA). The p38 MAPK selective inhibitor Losmapimod (GW856553X) was from Selleckchem (Houston, TX, USA). Adam17 inhibitor TMI 1 was from Tocris (Minneapolis, MN, USA). The intracellular signaling membrane array kit was from Cell Signaling Technology (Danvers, MA, USA).

#### Diet-Induced Obese Mice and Allergen Sensitization and Challenge

Sixteen weeks old HFD (DIO, stock# 380050) and CF control (stock# 380056) males (all in C57BL/6J background) were purchased from Jackson Laboratories (Bar Harbor, MA, USA) and were maintained in-house with 60 kcal% fat (TD.06414) or 10 kcal% fat (TD.94048; Envigo, Inc.) for entire duration of allergen sensitization and challenge protocol. Diets were replaced periodically with the fresh diet for an every 5 days interval. In separate experiments, mice were sensitized by intraperitoneal injection of HDM (100 μg) emulsified in 200 μl of PBS containing 3 mg of aluminum hydroxide (Sigma-Aldrich) on days 0 and 4. Mice were challenged by intranasal administration of HDM (100 μg) in a volume of 40 μl on days 8, 10, 12, and 14 and end points were analyzed on day 15. All animal experiments were approved by the Auburn University Animal Care and Use Committee.

#### Flow Cytometry

Cell surface staining and CDP isolation were performed as described earlier (31). In brief, BM cells were collected by crushing leg bones, treating with ACK lysis buffer to lyse red blood cells, and purifying the cells. Enrichment of cells were done according to the Easy Sep mouse hematopoietic progenitor cell isolation kit (Stem Cell Technology). Cells were then stained and CDPs were analyzed or flow sorted using FITC-conjugated-Lineage cocktail, FITC-conjugated Sca1 (*clone* D7), BV650-conjugated c-Kit (*clone* ACK-2), APC-conjugated CD115 (*clone* AFS98), PE-conjugated Flt3 (*clone* A2F10), PE/Cy5- conjugated CD34 (*clone* MEC.14.7), and PE/Cy7- conjugated CD16/32 (*clone* 93) antibodies.

Lung myeloid cells were identified using antibodies against rat anti-mouse CD45 efluor 450 (*clone* 30-F11), CD11c-APC-Cy7 (*clone* N418), MHCII-PE-Cy7 (*clone* M5/114), SiglecF-Alexa Fluor 647 (*clone* E50-2440), CD103-PerCP-Cy5.5 (*clone* M290), CD11b-e-Fluor 660 (*clone* M1/70), CD64-PE (*clone* X54-5/7.1), CD24- Alexa Fluor 700 (*clone* M1/69), PDCA1-Alexa Fluor 488 (*clone* e-Bio 927), all from eBiosciences. Tregs were analyzed using CD3-Alexa Fluor 647 (*clone* 17-A2), CD4-FITC (*clone* GK1.5), and CD25-PE-Cy7 (*clone* PC61.5) from eBiosciences. For quantification of intracellular Foxp3, cells were fixed and permeabilized with Foxp3 staining buffer and reacted with a Foxp3-PE antibody (*clone* NRRF-30). Cellular debris was excluded using forward light scatter/side scatter plot. Data were acquired on a LSR-II (BD Biosciences) equipped with 407, 488, 532, and 633 laser lines. Results were analyzed with the Flow Jo software version 10 (Treestar, San Carlos, CA, USA), using FMO (fluorescence minus one) as controls.

#### Array Hybridization

CDPs from HFD and CF mice were extracted for proteins and prepared (PathScan intracellular signaling membrane kit, Cell signaling). Cell lysate were incubated with array membrane and reacted to detection antibody cocktail to develop chemiluminescent signal.

#### *In vivo* Assays

For assessment of cell cycle profile of CDPs in BM, we use the Invitrogen ClickiT EdU-AF 647 kit and DAPI (10 μg ml^−1^, Invitrogen) DNA staining dye. Mice were injected i.p. with 50 μg of EdU in sterile PBS and BM cells were collected 18 h after injection. Cells were stained with the following surface markers: FITC-conjugated-Lineage cocktail, FITC-conjugated Sca1 (*clone* D7), BV650-conjugated c-Kit (*clone* ACK-2), APC-conjugated CD115 (*clone* AFS98), and PE-conjugated Flt3 (*clone* A2F10) and fixed with the clickiT fixatives for 15 min. Cells were washed twice and permeabilized with saponin. Cells were washed and incubated with DAPI solution for 2 hat 4°C before each FACS analysis.

#### *Ex vivo* Measurements of Reactive Oxygen Species

Freshly isolated BM cells were enriched for Lin^−^, Sca-1^+^ c-kit^+^ (LSK^+^) cells by immunomagnetic selection using EasySep mouse hematopoietic progenitor cell isolation kit (Stemcell Technology) and stained with APC-conjugated CD115 (*clone* AFS98), PE-conjugated Flt3 (*clone* A2F10) antibodies. Cells were incubated with 5 μM of the redox-sensitive probe CM-H_2_DCFDA, [5- (and−6) chloromethyl-2′ 7′-dichlorohydrofluorescein diacetate, acetyl ester; Molecular probes, Life Technologies] for 30 min at 37°C. The stable fluorescent adduct that was produced by oxidation of CM-H_2_DCFDA in presence of intracellular reactive oxygen species in LSK^+^ CD115^+^ Flt3^+^ cells was quantified by an increase in fluorescence in the fluorescein channel by flow cytometry.

#### *In vitro* Assays

To study the effect of p38 MAPK activation and Adam 17 signaling pathway, BM progenitor cells and splenic DCs were isolated and enriched with the Easy Sep mouse hematopoietic progenitor cell isolation kit and pan DC kit, respectively (Stem Cell Technology). 200,000 cells were cultured in 96-well plates overnight in Iscove's modified Dulbecco's medium supplemented with 10% (vol/vol) FCS, 2- mercaptoethanol (50 μm), sodium pyruvate (1 mM), penicillin (100 U ml^−1^ l) streptomycin (100 μg ml^−1^), mouse GM-CSF (20 ng ml^−1^) and human Flt3L-Ig (100 ng ml^−1^). Cells were incubated in presence or absence of the selective inhibitor losmapimod (20 μM, GW856553X, Selleckchem) or Adam17 inhibitor (50 μM, Tocris). Cultures were stimulated with 5 μg ml^−1^ of phorbol 12-myristate 13-acetate and ionomycin (PMA) and 5 μg ml^−1^ ionomycin (Sigma-Aldrich, St. Louis, MO, USA) for 15 min before fixation and permeabilization with BD Phosflow Perm Buffer III (BD Biosciences) or for EdU staining. Cells were stained with mouse antibodies against CD11c-APC-Cy7 (N418), CD11b-BV650 (M1/70), PDCA1-FITC (1A8), MHCII-PE-Cy7 (M/114) from BioLegends and p38 MAPK-Alexa Fluor-647 (pT180/pY182) (BD Biosciences) and acquired by flow cytometry. p38 MAPK phosphorylation were assessed on gated population of LSK^+^CD115^+^ Flt3^+^ (CDPs) cells or CD11c^+^ CD11b^+^ DCs.

#### Analysis of Airway Inflammation

Bronchoalveolar lavage (BAL) cell counts were performed and differential cell counts were enumerated on Wright- Giemsa-stained cytospin slides. BAL levels of CCL24 and lung IL5, IL13, and IFN-γ cytokines were determined using quantitative ELISA kits from R& D Systems (Minneapolis, MN, USA). Lung sagittal sections were cut to thickness of 5 μm and stained with hematoxylin and eosin or periodic acid Schiff (PAS) for histology. HDM-specific IgE and IgG1 levels in plasma were determined using biotinylated anti-mouse IgE or anti-mouse IgG1 (Pharmingen, San Jose, CA, USA) at a concentration of 2 μg ml^−1^ for 1 h and the amount of bound HDM-specific antibody was determined using TMB substrate.

#### qRT-PCR

RNA was isolated from cultured progenitor cells or splenic DCs using trizol reagent (Life Technologies, Grand Island, NY, USA) and cDNA was generated using a High Capacity RNA- to-cDNA kit (Applied Biosystems). The cDNA was pre-amplified using previously described primers: Zbtb46: *forward-5*′*-AGAGAGCACATGAAGCGACA-3*′*, reverse-5*′*-CTGGCTGCAGACATGAACAC-3*′, Batf3: *forward-5*′*-CAGACCCAGAAGGCTGACAAG-3*′*, reverse- 5*′*-CTGCGCAGCACAGAGTTCTC-3*′. Flow sorted CDPs were extracted for RNA using Arcturus PicoPure RNA isolation kit (Applied Biosystems) and cDNA was prepared. The differential expression of cell cycle phase genes and Adam17 were quantified using Taqman qRT–PCR primers (Thermo Fisher Scientific) (Table 1). After amplification, Cq values were obtained and analyzed using DataAssist software (Applied Biosystems).

**Table 1:** List of primers used in this study.

	**Assay ID**	**Gene symbol**	**Gene name**
1.	Mm00438070_m1	Ccnd2	Cyclin D2
2.	Mm01266311_m1	Ccne1	Cyclin E1
3.	Mm00438084_m1	Ccng1	Cyclin G1
4.	Mm01171453_m1	Ccnb2	Cyclin B2
5.	Mm00432385_m1	Ccnf	Cyclin F
6.	Mm04207341_m1	Cdkn1a	Cyclin-dependent kinase inhibitor 1A (P21)
7.	Mm02619580_g1	Actb	Actin beta
8.	Mm00456428_m1	Adam 17	A disintegrin and metallopeptidase domain 17

#### RNA Sequencing

Fifty thousand CDPs were isolated from HFD and CF mice by FACS sorting directly into lysis buffer of Arcturus PicoPure RNA isolation kit for total RNA extraction and purification. Four independent replicates were isolated in parallel to ensure reproducibility and statistical analysis. Quality of RNA was assessed before being processed for library preparation using Bioanalyzer (Agilent Technologies). The whole transcriptome was amplified and library was constructed by using NuGen Ovation Solo RNA-Seq System (Mouse part no. 0501) that integrates NuGEN's Insert-Dependent Adaptor Cleavage (InDA-C) technology to provide targeted depletion of unwanted transcripts. This resulted in a significant reduction in sequencing reads derived from rRNA and any other targeted transcripts for more efficient use of sequencing resources. 

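In the authors' counts per gene, rRNA genes took 43.4% ± 0.97 (SD, n = 4) of all counts in HFD and 38.3% ± 3.02 (SD, n = 4) in CF (exact two-sided permutation test, p = 0.029, adjusted p = 0.043 over the 6 shares compared). For 4 replicates against 4, 0.029 is the smallest p that the exact test can give. CT010467.1, an rRNA gene on chromosome 17 of GRCm38 from 39846353 to 39848827, held 34.2% ± 1.56 of the counts in HFD and 24.2% ± 1.99 in CF, and the groups did not overlap (33.1% to 36.5% against 21.6% to 26.4%; exact p = 0.029, adjusted p = 0.043). Scaled by TMM instead, its CPM overlapped between the diets, with a log2 fold change of 0.27 (edgeR, adjusted p = 0.87). Mitochondrial rRNA took 5.58% ± 0.62 in HFD and 5.32% ± 0.50 in CF, a difference smaller than the spread between replicates (exact p = 0.51). The 5S and other rRNA genes of up to 200 nt moved the other way, with 3.60% ± 0.63 in HFD and 8.74% ± 1.77 in CF (exact p = 0.029, adjusted p = 0.043). All non-coding genes of up to 200 nt, which include these and snoRNAs and snRNAs of that length, took 11.3% ± 2.13 of the counts in HFD (8.50% to 13.6%) and 26.7% ± 5.19 in CF (21.7% to 33.9%; exact p = 0.029, adjusted p = 0.043). Protein-coding genes received 40.5% ± 1.40 in HFD and 34.6% ± 5.64 in CF (exact p = 0.14, adjusted p = 0.17), between 11819701 and 15164732 counts per replicate. These are shares of the uniquely mapped reads that the authors counted. Libraries made without the depletion were not analysed here, so the shares do not measure how many rRNA reads it removed.

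**Figure D1:**
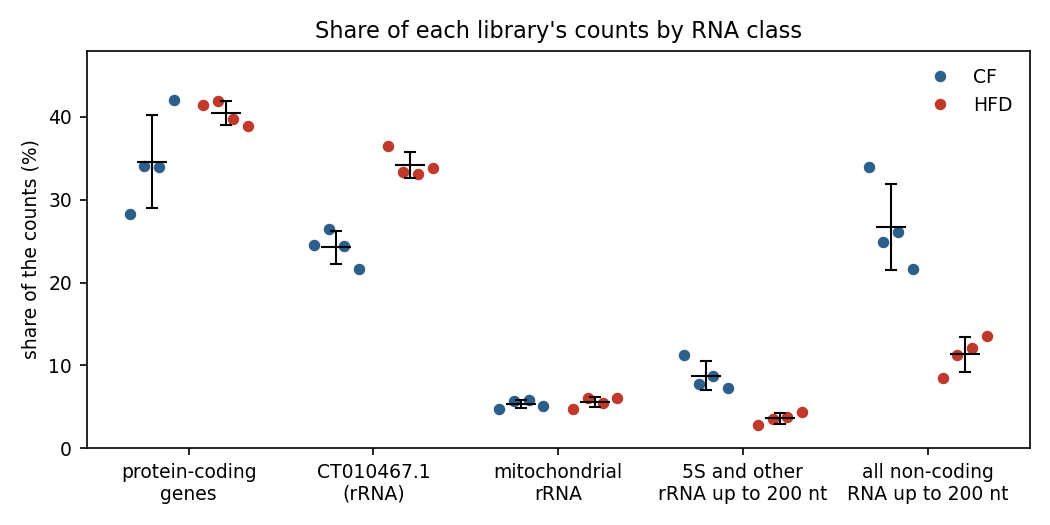
Share of each library's counts, in percent, by RNA class for the 4 CF and 4 HFD replicates. Points are replicates and bars the mean ± SD; the shares of CT010467.1 and of short non-coding RNA do not overlap between the diets, while those of mitochondrial rRNA do.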

Quantitative assessment of library was done using Qubit 2.0 fluorometer (Invitrogen) and evaluated on the high-sensitivity DNA chip (Agilent Technologies). Libraries were sequenced on a HiSeq 3000 platform (Illumina) using the pair-end 75 bp sequencing strategy.

#### Bioinformatics Analyses

RNA-Seq data were aligned with the reference genome using the latest version of HISAT2, which sequentially aligns reads to the known transcriptome and genome using the splice-aware aligner built upon HISAT2 (37). A rigorous validation demonstrated this procedure outperforms other splice-aware aligners for accurately mapping simulated spliced reads, with only a slightly lower alignment reads. Uniquely mapped paired-end reads were then used for subsequent analyses. String Tie was used for transcript assembly and abundance estimation in the non-novel mode using the latest version of GENCODE comprehensive gene annotations. Raw read counts and FPKM (Fragments Per Kilobase of transcript per Million) mapped reads abundance were estimated at the transcript-level as well as gene-level. 

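Principal components were computed from log2 CPM of the 15837 genes tested for differential expression, with a prior count of 2 and each gene centred. Counts were scaled to library size adjusted by TMM factors. The first component held 38.0% of the variance and did not separate the diets. HFD replicate 1 lay at one end of it, with a score of -89.8, and HFD replicate 4 at the other, with 50.4. CF replicate 1, at 41.1, lay apart from the other CF replicates, which had scores from -16.5 to -9.17. The second component held 20.2% of the variance and separated the diets, with scores of 23.0 to 40.4 in HFD and -44.1 to -20.7 in CF. With the 500 most variable genes alone, the first component held 41.4%, and the second again separated the diets. When every gene was scaled to unit variance, no component separated them. S100a8, an abundant transcript of neutrophils, had 5155 CPM in HFD replicate 1, at most 901 in the other HFD replicates and at most 1778 in CF. No replicate was left out of the values reported here.

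**Figure D2:**
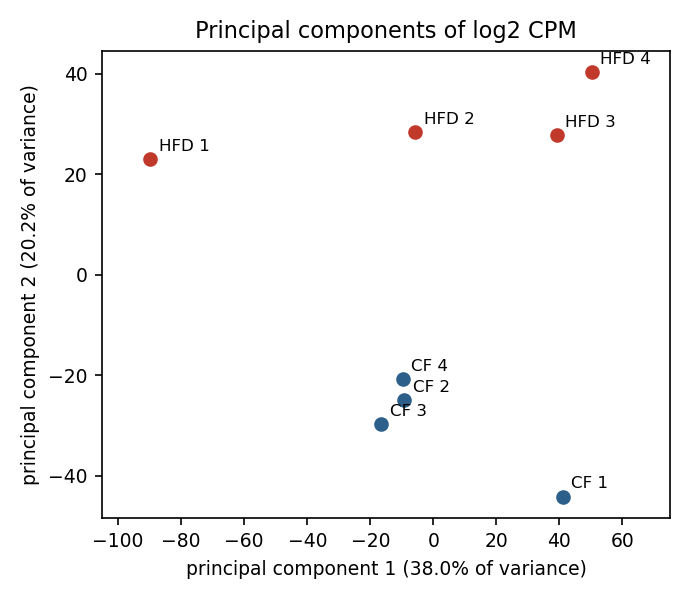
Scores of the 4 HFD replicates (red) and 4 CF replicates (blue) on principal components 1 (x axis, 38.0% of the variance) and 2 (y axis, 20.2%). The diets are apart on component 2, and HFD replicate 1 is the lowest on component 1.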

Principal component analysis (PCA) was used to identify outliers. Differential expression analysis comparing HFD and CF at the gene and transcript level of summarization were then carried out using open source R package Ballgown. Analysis were adjusted for multiple testing by reporting the FDR q values for each feature and *q* < 5% declared as genome-wide significant. R statistical software environment using the GAGE Bioconductor packages were used to carry out the analysis on pre-defined ontology (GO) gene sets by conducting two sample *t*-tests on the log based fold changes of target gene set and control sets. Both up- and down-regulated gene sets are reported on three GO sub-categories: Biological process (BP), Cellular component (CC), and molecular Function (MF). FDR q-values were estimated to correct the *p*-values for the multiple testing issue.

### Statistics

All results are analyzed using Graph Pad Prism version 7.0 and expressed as means with error bars reflecting SD or SEM as indicated. *n* represents the number of animals per experiment. Differences between two groups were assessed using unpaired two-tailed Student's *t-*tests. A one-way or two-way ANOVAs with Tukey's or Sidak's multiple comparison *post hoc* tests were applied for analysis of data from more than two groups.

## Results

### Obesity Accelerates Proliferation of DC-Restricted Progenitors

Obesity-induced burdens arise from low level inflammation and immune dysfunction (34). One key factor to the development of obesity in humans is a high-fat diet. To fully recapitulate its phenotype, we conducted our studies in WT mice fed with high fat diet (HFD). Mice in this model were fed up to 16 weeks with 60 kcal% fat and as such analyzed for experiments. At this time point, we observed increase cellularity in BM and analyzed the progenitor population from HFD and normal chow-fed (CF) mice (10 kcal% fat) (Figures 1A,B). In HFD-fed mice, we noticed increase in absolute number of HSCs (Lin^−^ c-Kit^hi^ Sca-1^hi^) and DC-restricted progenitors (CDPs; Lin^−^ c-Kit^int^ Sca-1^lo^ CD115^+^ Flt3^+^) in BM compartment. Conversely, the numbers of GMPs (granulocytes monocytes progenitors; Lin^−^ c-Kit^hi^ Sca-1^lo^ CD115^−^ CD16/32^hi^ CD34^hi^) or MDPs (monocyte dendritic cell progenitors; Lin^−^ c-Kit^hi^ Sca-1^lo^ CD115^+^ CD16/32^hi^ CD34^hi^) remained unchanged, suggesting an impaired differentiation process of the progenitor cell niche by HFD. We then used comprehensive proliferation analysis of CDPs with intraperitoneal EdU injection in mice. In obesity, we found increase accumulation of EdU (Figure 1C) and higher percentage of EdU/DAPI-double stained CDPs (Figure 1D), suggesting increased proliferation capacity of DC-restricted progenitors. These changes in proliferation capacity of DC-restricted progenitors were reflected in cell-cycle phase analysis (Figure 1E). Obesity was associated with decrease quiescence and reduction in the frequency of G0/G1 phase, correlating with an increase in the frequency of cycling G2/M phase of CDPs. To gain further insight on the effect of obesity on cell cycle regulation in DC-restricted progenitors, we assessed the expression levels of selective components and regulators of cell cycle machinery by quantitative RT-PCR in flow sorted CDPs (Figure 1F). Interestingly, we found specific up-regulation of S-G2/M cyclins from CDPs in HFD-fed mice, indicating that obesity enable activation of genes required for S phase entry and progress through mitosis. Altogether, our results indicate that obesity substantially impaired steady-state hematopoiesis in the BM compartment and lead to an overall increased proliferation of DC-restricted progenitors.

**Figure 1:**
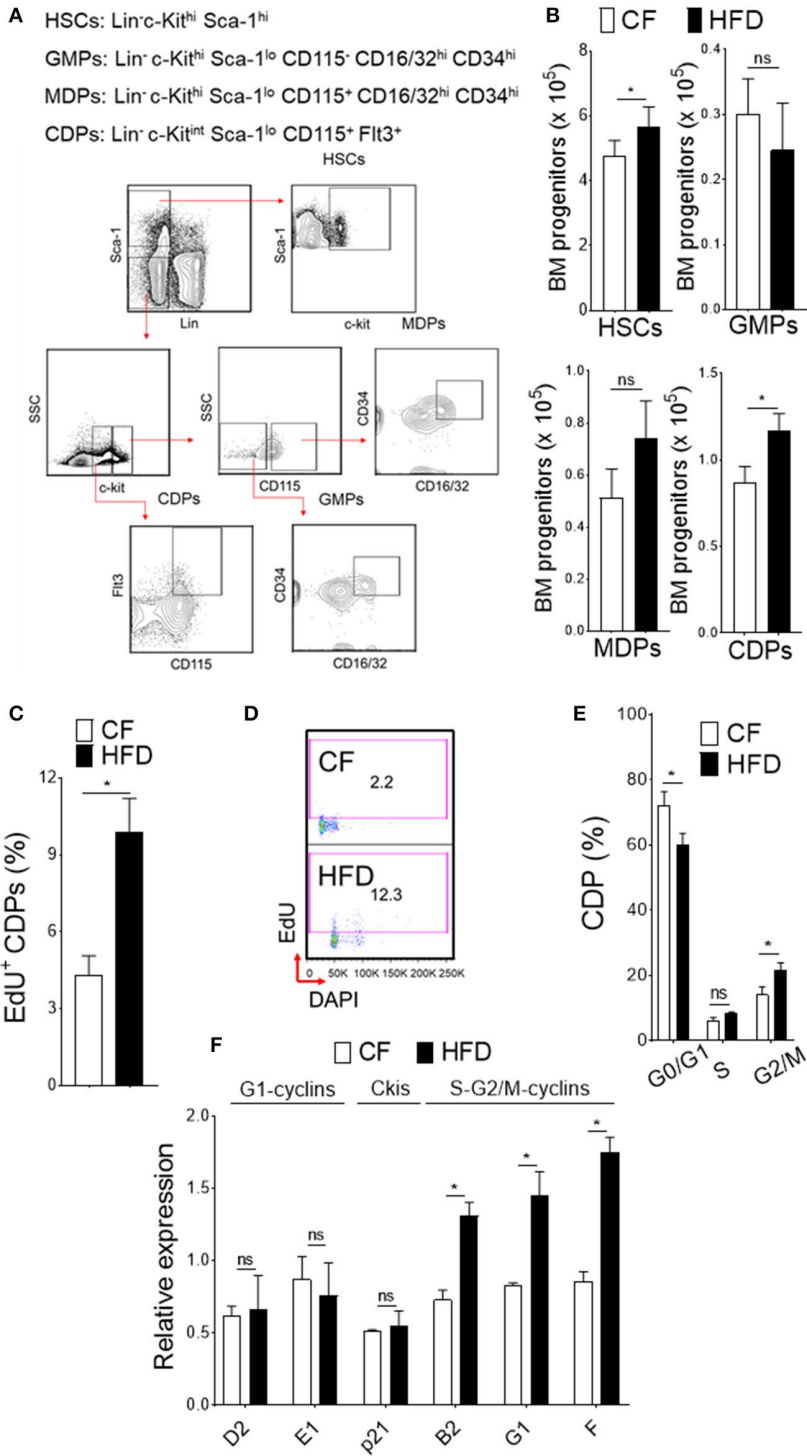
DC restricted precursor maintain a highly proliferative state in obesity. **(A)** Phenotypic definition and gating strategy of BM progenitors. **(B)** Enumeration of progenitors in diet-induced obese mice (HFD) compared with chow fed (CF) control mice. *n* = 10/group. **(C)** Mean percentages of EdU (5-ethynyl-2′-deoxyuridine) showing proliferation of BM CDPs from EdU-treated CF and HFD mice. *n* = 5/group. Two independent experiments. Results are expressed as mean ± s.e.m. **(D)** Representative FACS plot and **(E)** mean percentages of cell-cycle profile showing CDPs from CF and HFD mice. *n* = 5 mice/group. **(F)** qRT-PCR analyses for G1-cyclins (D2, E1), Ckis (p21), and S-G2/M-cyclins (B2, G1, and F) gene expression in BM CDPs isolated from CF and HFD mice. Two independent experiments. Results are expressed as fold change ± s.e.m normalized to β-actin expression. *n* = 4/group. Student's *t*-test *P < 0.05.

### Obesity Is Associated With Activation of p38 MAPK in DC-Restricted Progenitors

To explore the functional consequences of obesity-associated changes, we next assessed the oxidative stress in DC-restricted progenitors and downstream signaling pathways. We found a significantly increased level of reactive oxygen species (ROS; Figure 2A) in DC precursors isolated from HFD mice. Screening of intracellular pathways in purified CDPs by array hybridization, we found that p38 MAPK were phosphorylated with HFD (Figure 2B). As expected, HFD led to a basal level increase in phosphorylation of p38 MAPK as compared to CF in DC precursors (Figure 2C). PMA-stimulation did not affect further p38 MAPK phosphorylation in DC- progenitors (Figure 2D), suggesting that oxidative stress induces persistent activation of these pathway in obesity. As expected, the treatment with p38α/β MAPK-specific inhibitor losmapimod led to a normalization of p38 MAPK phosphorylation in DC precursors from HFD (Figure 2E). In parallel, we observed increased number of precursor-derived DCs in peripheral tissues (Figure 2F), suggesting that HFD drives the differentiation process. Notably, activation of p38 MAPK (Figure 2G) and lineage-specific expression of transcription factors (Figure 2H) were reversed by treatment with losmapimod, indicating that a persistent p38 MAPK signaling during DC differentiation process were modulated in obesity. Therefore, these results indicate that a tight control of p38 activation is critical to DC-restricted progenitor function, particularly during stress, and show that p38 MAPK signaling is one of the key determinants in CDP function in obesity.

**Figure 2:**
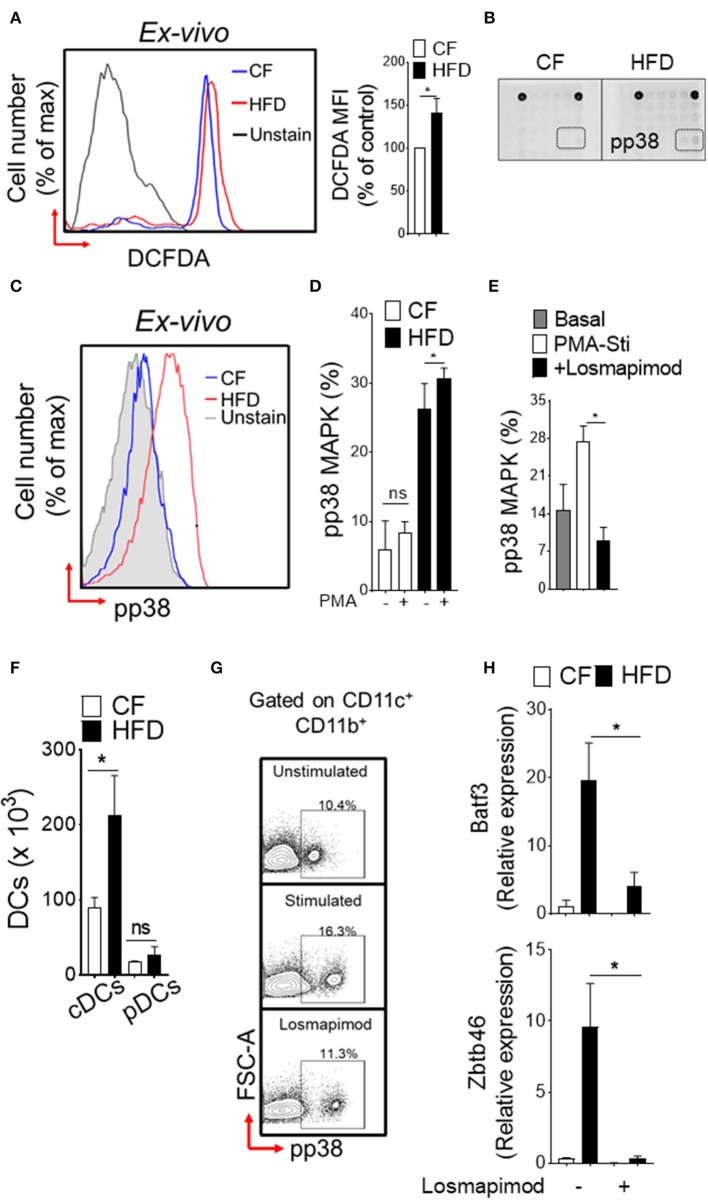
Induction of p38 MAPK in DC restricted precursor is associated with obesity. **(A)** Representative FACS plots (left) and mean fluorescence intensity (MFI) ± s.e.m (right) showing endogenous reactive oxygen species (ROS) level in DC-restricted CDPs from CF and HFD as measured by redox sensitive probe CM-H2DCFDA. **(B)** The phosphorylation status of 18 different signaling proteins in purified CDPs by array hybridization. **(C)** Representative FACS plots and **(D)** bar graph of mean percentages showing basal and PMA-stimulated *ex vivo* levels of phosphorylated p38 in CDPs from CF and HFD mice. *n* = 5/group. Two independent experiments. **(E)** Bar graph of mean percentages of pp38 MAPK in CDPs isolated from HFD and cultured in presence of losmapimod (20 μM). *n* = 4 biological replicate. Results are expressed as mean ± s.e.m. one-way ANOVA with Sidak's multiple comparison test *p < 0.05. **(F)** Numbers of splenic DCs subset in CF and HFD mice and **(G)** representative FACS plots of cultured DCs from HFD mice. Isolated DCs were treated with potent p38α/β MAPK inhibitor losmapimod (20 μM) and gated on CD11c^+^ CD11b^+^ cells. **(H)** qRT-PCR analyses of lineage-specific transcription factors in DCs isolated from CF and HFD mice. Data represents fold change ± s.e.m normalized to GAPDH expression. Three sets of independent experiment. One-way ANOVA with Sidak's multiple comparison test *P < 0.05.

### Obesity Promotes an Aberrant Airway Inflammatory Response to Inhaled HDM Challenge

Obesity is a proven risk factor for allergic airway diseases, such as asthma. Asthma severity appears to be increased in the obese and alters the immune response (19). To explore the functional consequences of the specific changes in DC-restricted progenitors by HFD, we investigated lung changes using experimental murine model of allergic airway inflammation (Figure 3). We sensitized and challenged CF or HFD-fed mice with or without innocuous aeroallergen HDM (Figure 3A). Analysis of the bronchoalveolar lavage (BAL) showed a dramatic increase in total number of inflammatory cells, which represented increases in eosinophils, neutrophils and lymphocytes in HDM-challenged mice with HFD (Figure 3B). BAL levels of CCL24 (eotaxin-2), a surrogate marker of eosinophilia, were significantly increased in allergic HFD lungs (Figure 3C). Analysis of peripheral blood showed dramatic increase in HDM-specific IgE and IgG1 levels in HFD-fed allergic mice (Figure 3D). The number of CD3^+^ T cells in lung draining lymph nodes, specifically the regulatory T cells (Tregs) were strikingly increased with HDM challenge and HFD (Figure 3E). Lung histopathology showed an increase in the peribronchial inflammatory cell infiltrates scattered around large conducting airways and mucous cell metaplasia in allergen-challenged obese mice (Figure 3F). Analysis of lung cytokines showed increased IL13 and IFN-γ but not IL5 levels (Figure 3G). Altogether, these results show that obesity exacerbates HDM-induced allergic airway inflammation and triggers lung–intrinsic Th1/Th2 immune responses.

**Figure 3:**
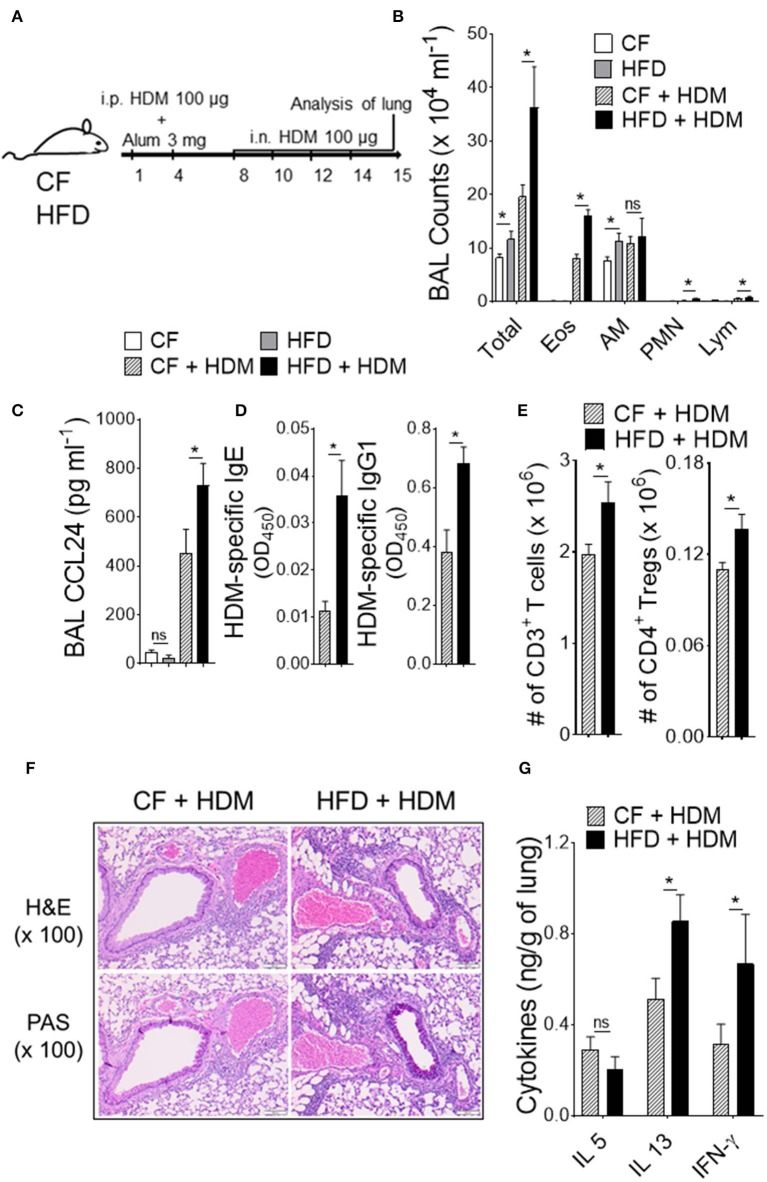
Obesity increases the severity of airway inflammation. **(A)** Timeline for sensitization and challenge. CF or HFD mice were immunized with HDM, as indicated. *i.n*., intranasal; *i.p*., intraperitoneal. **(B)** Differential cell counts and **(C)** CCL24 in BAL. **(D)** Plasma levels of HDM-specific IgE and IgG1 assessed by ELISA. **(E)** Enumeration of total T cells and Tregs from lung draining mediastinal lymph nodes. **(F)** Hematoxylin and eosin (H & E) and periodic acid-schiff (PAS)-stained lung sections (Scale bars 100 μm for 100x images). **(G)** Lung cytokine levels were measured by means of ELISA. Data are representative of two independent sets of experiment and expressed as mean ± s.e.m. *n* = 8–10/group. One-way ANOVA with Sidak's multiple comparison test *P < 0.05. *Eos*, Eosinophils; AM, Alveolar macrophage; PMN, Neutrophils; Lym, Lymphocytes; Tregs, T regulatory cells.

We next investigated DC-restricted progenitors in the BM compartment and recruitment of myeloid cells in the lung that could contribute to the abnormal function in obesity and airway inflammation (Figure 4). Increased number of CDPs in the BM was found in HFD-fed but not in CF mice with allergen challenge (Figure 4B). In parallel, we observed enhanced recruitment of myeloid cells, such as alveolar macrophage (AMΦ), interstitial macrophage (IMΦ), CD103^+^ DCs, CD11b^+^ DCs, and plasmacytoid DCs (pDCs) from both CF and HFD fed allergic mice as compared to non-allergic control, suggesting an enhanced demand of myeloid cells in airway inflammation (Figures 4C–G). Lung CD11b^+^ DCs, which were further distinguished from CD64^hi^ expressing IMΦ were significantly increased with HFD but not in CF allergic mice. However, this differences appear modest in lung AMΦ, CD103^+^ and pDCs recruitment. As such, these results further show that a significant number of myeloid CD11b^+^ DCs that induce allergic airway inflammation in response to inhaled HDM are driven by HFD and are constantly replenished by the BM compartments. Collectively, these results demonstrate that obesity drives airway inflammation that includes enhanced recruitment of DCs in the lungs.

**Figure 4:**
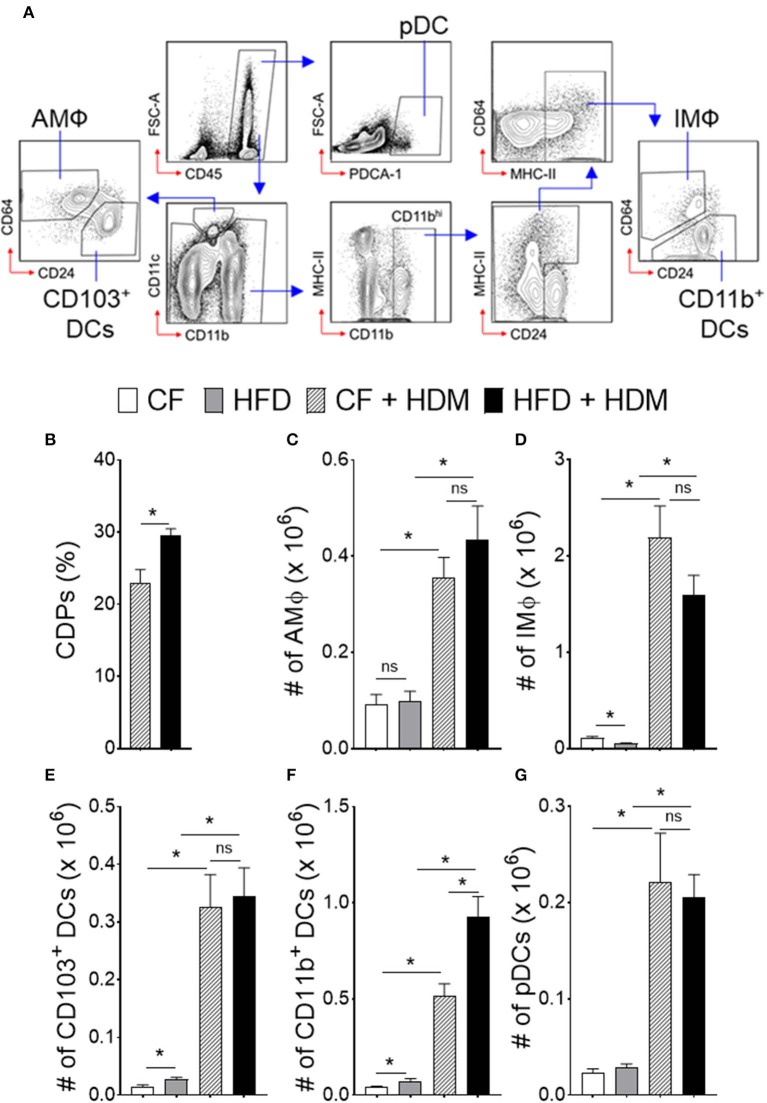
Obesity alters myeloid cell accumulation in airway inflammation. Naïve HFD and CF mice were sensitized, as mentioned in Figure 3. One day after the last HDM sensitization, lungs were analyzed for different subsets of antigen presenting myeloid cells. **(A)** FACS plot show the gating strategy. Blue arrows show the gating hierarchy. **(B)** Bar graph showing mean percentages of CDPs in the BM and **(C)** number of alveolar macrophages, **(D)** interstitial macrophages, conventional **(E)** CD103^+^ DCs, and **(F)** CD11b^+^ DCs and **(G)** plasmacytoid DCs in the lung. Data are representative of two independent sets of experiment and expressed as mean ± s.e.m. *n* = 8–10/group. One-way ANOVA with Sidak's multiple comparison test. *P < 0.05. AMΦ, Alveolar Macrophage; IMΦ, Interstitial Macrophage; pDCs, Plasmacytoid DCs.

### Obesity Is Associated With Up-Regulation of Adam17 Expression in DC-Restricted Progenitors

We next investigated the molecular mechanisms that could influence to the enhanced proliferation of DC-restricted progenitors in obesity. 

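CDPs were sorted from the BM of mice fed HFD (60 kcal% fat) or CF (10 kcal% fat) for 16 weeks. RNA from 50000 cells per replicate was sequenced in pairs of 75 bp reads, with 4 replicates per diet. All values given with these data come from the authors' table of raw counts per gene, which has a column for each replicate. The columns were matched to the replicates by the sample numbers in their labels. According to the methods, reads were aligned with HISAT2, uniquely mapped pairs were kept, and StringTie counted them on the annotated genes of GENCODE comprehensive. The genome build, the annotation release and the strandedness of counting are not named in the paper's text, so counts of genes that overlap another gene are uncertain. The table held whole numbers for 16119 genes, and no gene had fewer than 29 counts in its highest replicate. By Ensembl identifier, 16067 of them were found in GENCODE vM21 (GRCm38), which was used for names, coordinates and lengths, and 52 were not. Total counts ranged from 28203651 to 38969160 in HFD (median 32639990) and from 32575696 to 48409689 in CF (median 35459218; exact two-sided permutation test, p = 0.31). Counts were normalized by the TMM factors of edgeR, which were 1.01 to 1.13 in HFD and 0.80 to 1.18 in CF. After edgeR's filter on low counts, 15837 genes were compared between HFD and CF by its quasi-likelihood test, and 282 were left out. Benjamini-Hochberg adjustment covered all genes tested, and a gene was called at an adjusted p below 0.05. Between replicates of 1 diet, log2 CPM correlated across genes with r from 0.882 to 0.969; genes are not independent replicates.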

We performed genomewide gene expression analysis on CDPs isolated from CF and HFD mice (Figure 5). 

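Genes of the pathways were tested as lists written from general knowledge of each pathway, which are not the GO sets of the paper. Each list was compared with the other genes by limma's camera with an inter-gene correlation of 0.01, and p was adjusted over 7 lists. Of the 73 genes of the stress-activated MAPK list, 69 were tested, and 34 of these were higher in HFD. Their median log2 fold change was -0.0067, which lay at percentile 1.27 of 10000 random lists of like expression. By camera, the MAPK list was lower in HFD without passing the threshold (adjusted p = 0.23), and its mean log2 CPM was below the CF mean in 3 of 4 HFD replicates. Over 18 alternatives, which include fry, the adjusted p of this list ranged from 0.023 to 0.61. It passed the threshold without HFD replicate 1 (adjusted p = 0.036, lower in HFD) and with protein-coding genes alone (adjusted p = 0.023, lower in HFD). A Reactome set of 21 genes on p38 MAPK activation by TAK1 went the other way, with a median log2 fold change of 0.11, without passing the threshold (camera, adjusted p = 0.18). The 2 members with the lowest p in edgeR were Gadd45b, with a log2 fold change of -0.90 (adjusted p = 0.27), and Traf1, with -0.82 (adjusted p = 0.30). Of the 75 genes of the cell activation list, 69 were tested and 39 were higher in HFD, with a median log2 fold change of 0.027. Their mean was -0.021, and camera placed the list lower in HFD (adjusted p = 0.28, 0.061 to 0.67 over 17 alternatives), so the median differed in sign from the mean and the test. The lowest p in edgeR belonged to Cd74, with a log2 fold change of -1.12 (adjusted p = 0.18), and Cd83, with -0.85 (adjusted p = 0.24).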

Gene set enrichment analyses (GSEAs) showed a specific up-regulation in DC-restricted progenitors of genes associated with signaling pathway (regulation of MAPK cascade and cell activation), a set of function potentially related to their increased proliferation and differentiation (Figure 5B). 

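The ERAD list, on the degradation of proteins of the ER, had 64 genes tested, of which 52 were higher in HFD. Their median log2 fold change was 0.11, and the list was called higher in HFD by camera (adjusted p = 0.0042, 0.00033 to 0.55 over 18 alternatives). The mean log2 CPM of the ERAD genes was above the CF mean in 4 of 4 HFD replicates. This call was lost without HFD replicate 4 (camera, adjusted p = 0.21), without CF replicate 4 (adjusted p = 0.067) and in a Reactome set of 13 genes on N-glycan trimming in the ER (adjusted p = 0.18). The largest changes by p in edgeR were Derl3, with a log2 fold change of 1.05 (adjusted p = 0.43), and Jkamp, with 0.47 (adjusted p = 0.45). Of 78 genes tested in the phospholipid biosynthesis list, 48 were higher in HFD, with a median of 0.066 (camera, adjusted p = 0.23, 0.078 to 0.84 over 17 alternatives). Pigg and Lpcat3 had the lowest p, with log2 fold changes of 0.52 and 0.33 (edgeR, adjusted p = 0.44 for both). Of 67 genes in the cytokinesis list, 51 were higher in HFD, with a median of 0.049 (camera, adjusted p = 0.23, 0.027 to 0.85 over 18 alternatives). The cytokinesis list was called higher only without HFD replicate 3 (camera, adjusted p = 0.027). Its members with the lowest p were Becn1, at -0.51, and Kif20a, at 0.26 (edgeR, adjusted p = 0.54 and 0.55). Cell-cycle genes were also tested with the S phase and G2/M lists that the Seurat package provides. In the S phase list, 35 of 43 genes were higher in HFD, with a median of 0.13 (camera, adjusted p = 0.0042, 9.2e-05 to 0.55 over 18 alternatives), and the call was lost without HFD replicate 4 (adjusted p = 0.26). The G2/M list had 48 of 54 genes higher, with a median of 0.088 (camera, adjusted p = 0.016, 0.00013 to 0.58 over 18 alternatives). That call was lost without HFD replicates 1, 2 or 4 or CF replicates 1 or 4, with adjusted p of 0.11, 0.13, 0.26, 0.071 and 0.22 from camera. Cdc45 and Casp8ap2 of the S phase list rose by 0.31 and 0.23, and Ndc80 and Dlgap5 of the G2/M list by 0.38 and 0.32, with adjusted p of 0.40 to 0.63 in edgeR. None of the 3 calls held under limma's fry (adjusted p from 0.21 to 0.43) or under camera with a correlation estimated from the data (adjusted p from 0.55 to 0.58).

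**Figure D3:**
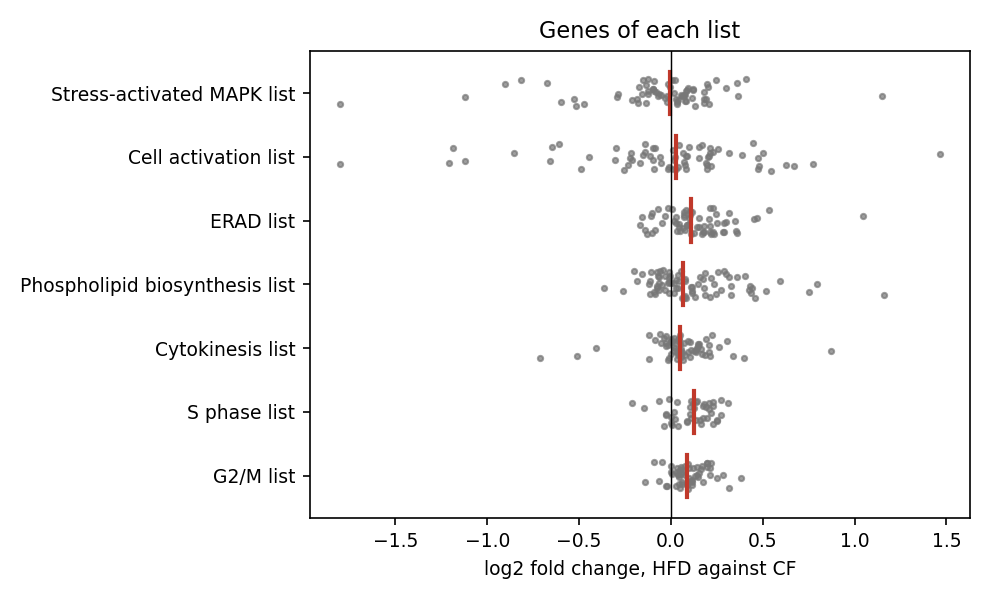
Log2 fold change of HFD against CF (x axis) for each gene tested in the 7 lists (y axis), with the median of each list as a red line. The medians lie between -0.0067 and 0.13.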

In parallel, the down-regulation of genes linked with several stress response (ER-associated protein catabolism process, phospholipid biosynthesis process, and cell-cycle regulation), suggesting DC-restricted progenitors were directly modulated by environmental stresses associated with obesity. We then focused our analysis on progenitor cells-relevant genes whose expression was affected by HFD. 

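Of the 36 genes labelled in Fig. 5C, 34 were tested. The figure rests on transcript-level results, while the values here are per gene. A change in a single transcript can be larger than that of its gene, so the sizes are not like for like. Mir3084-1 was left out by the filter on low counts, and Lilrb4a was not analysed here. The annotation lists Fam195b as Mcrip1 and Whsc1 as Nsd2. Between HFD and CF, 24 of the 34 changed in the direction of the figure, 8 of 12 shown lower and 16 of 22 shown higher. Their median log2 fold change was 0.18 in size, and 30 were under 0.5. Hspa1a and Hspa1b were called by edgeR. Hspa1a, a heat shock gene on chromosome 17 of GRCm38 from 34969190 to 34972156 on the minus strand, had 30.1 ± 17.6 CPM (SD, n = 4) in HFD and 248 ± 40.9 in CF. Its log2 fold change was -3.04 (standard error 0.38, adjusted p = 0.035 from edgeR), and every HFD replicate was below every CF replicate. Hspa1b lies beside it, from 34956436 to 34959238, and had 37.4 ± 22.4 CPM in HFD and 292 ± 55.4 in CF, with a log2 fold change of -2.97 (standard error 0.40, adjusted p = 0.035 from edgeR). Their sequences are near-identical, so the split of reads between them is uncertain, and the ratio of their summed CPM was -3.00 on the log2 scale. With each replicate left out in turn, Hspa1a stayed between -3.52 and -2.85 and Hspa1b between -3.45 and -2.75. Both were called in 10 of 20 settings, and the highest adjusted p for each was 0.41. Of the genes with the figure's direction, 4 more had an unadjusted p below 0.05 in edgeR without being called. Snora75 had a log2 fold change of -3.05 (edgeR, adjusted p = 0.11) and lies inside Ncl, on the same strand. Acp5 had 2.88 (edgeR, adjusted p = 0.33), from 1.96 without HFD replicate 4 to 3.25 with each replicate left out, and 2 HFD replicates (1.39 and 2.61 CPM) lay within the CF range of 0.70 to 2.74 CPM. Of the others, Chchd3 had 0.48 (adjusted p = 0.085) and Glipr1 -0.40 (adjusted p = 0.48). Past a log2 fold change of 2 in size at an unadjusted p below 0.05 were 4 of the 34, namely Hspa1a, Hspa1b, Snora75 and Acp5, of which Acp5 was under 2 without HFD replicate 4.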

Among the differentially expressed genes in HFD (Figure 5C), we noted transmembrane protease Adam17, a disintegrin, and metallopeptidase domain 17 (Adam17) known to regulate many substrates in cell-cell interaction and cell proliferation. We confirmed by quantitative RT-PCR (qRT-PCR) analyses the higher expression of Adam17 in DC-restricted CDPs isolated from the HFD (Figure 5D). 

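Adam17 (ENSMUSG00000052593) lies on the minus strand of chromosome 12 of GRCm38 from 21323509 to 21373632 and overlaps Iah1 on the other strand. It received 1440 to 1931 counts per replicate in HFD and 1402 to 1748 in CF. Normalized for library size and composition, these were 46.2 ± 5.81 CPM (SD, n = 4) in HFD and 43.8 ± 2.09 CPM (SD, n = 4) in CF. The log2 fold change was 0.075 (standard error 0.11, adjusted p = 0.93 from edgeR), which is smaller than its standard error. The groups overlapped, with 37.8 to 50.8 CPM in HFD and 40.8 to 45.2 in CF (exact two-sided permutation test, p = 0.54). Of all settings tried, library size alone moved the value most, to a log2 fold change of 0.28, where the median of all genes moved from 0.055 to 0.25. Over 20 settings the log2 fold change of Adam17 stayed between 0.026 and 0.28 and was never called, with adjusted p from 0.43 to 1.0 by the tool of each setting. Adjusted over the list alone, for the 7 assays of Table 1 without Actb, its p was 0.73 in edgeR, and 0 of the 7 were called. These are counts per gene, and single transcripts of Adam17 were not analysed here. From the transcript marked in Fig. 5A, the heat map of Fig. 5C and the qRT-PCR of Fig. 5D, the paper concludes that expression of Adam17 responds to HFD in these progenitors.

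**Figure D4:**
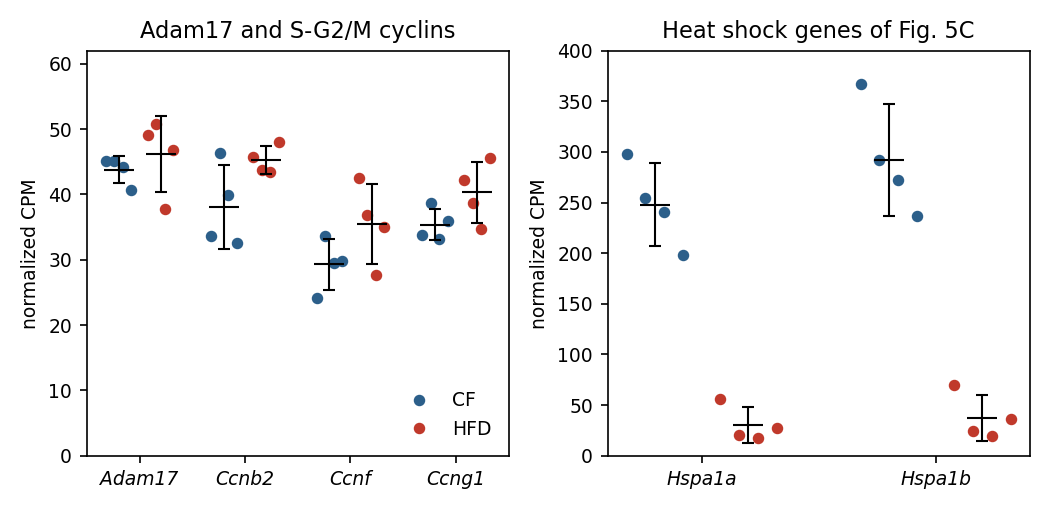
Normalized CPM (y axes) of Adam17, the cyclins Ccnb2, Ccnf and Ccng1 (left) and the heat shock genes Hspa1a and Hspa1b (right) in 4 CF and 4 HFD replicates. Points are replicates and bars the mean ± SD; Adam17 overlaps between the diets, and Hspa1a and Hspa1b are apart.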

As such, these results further show that HFD is a key contributor to the dysregulation of Adam17 expression and is an obesity-response gene in DC-restricted progenitors.

**Figure 5:**
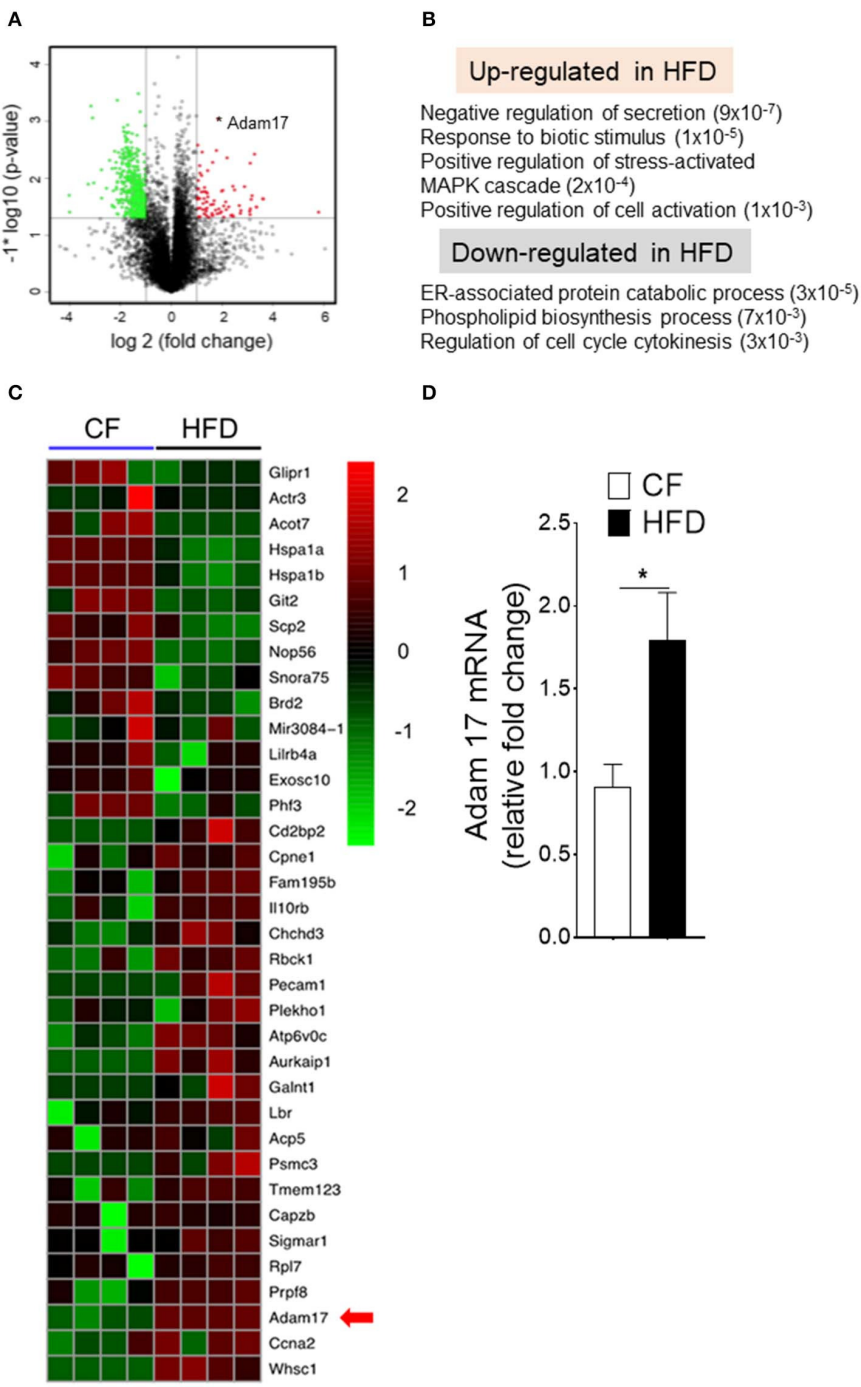
Obesity regulates Adam17 expression in DC-restricted progenitors. **(A)** Volcano plot of log2 fold changes vs. one-way ANOVA *p*-value (–log10 scale) between expressions of mRNA isolated from BM CDPs of CF and HFD mice. Each dot represents one transcript. The transcript of Adam17 is indicated with an asterisk. **(B)** GSEA for dysregulated genes in HFD CDPs. Numbers in parenthesis indicate adjusted *p*-values. **(C)** Heat map of differentially expressed genes based on transcript-level RNA-seq results. Top 70% of genes with a *p*-value < 0.05 and the corresponding log2 fold change >2 or <-2 are shown. **(D)** qRT-PCR analyses for Adam17 gene expression in CDPs isolated from CF and HFD mice. Results are expressed as fold change ± s.e.m normalized to β-actin expression. *n* = 4/group. Student's *t*-test *P < 0.05.

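At the gene level, 67 genes were lower in HFD and 0 higher at an adjusted p below 0.05 in edgeR, with 845 lower and 510 higher at an unadjusted p below 0.05. With library size alone, where the median of all genes moved from 0.055 to 0.25, edgeR called 98 lower and 10 higher, with 611 lower and 1571 higher at an unadjusted p below 0.05. The other tools called 503 lower and 64 higher (DESeq2), 70 and 0 (limma voom), 251 and 22 (limma voom with sample quality weights), and 0 and 0 (a linear model for each gene). Single replicates decided the count. Without HFD replicate 3 or CF replicates 1, 2 or 3, edgeR called 0 genes, with 731 to 870 lower and 336 to 547 higher at an unadjusted p below 0.05. It called 1 lower without HFD replicate 2, and 1 lower and 1 higher without HFD replicate 4. It called 166 lower and 34 higher without HFD replicate 1, and 154 lower without CF replicate 4. The 67 fell into 35 families of near-identical sequence, and 54 were non-coding genes of up to 200 nt. By class, 27 were short rRNA genes such as 5S, 17 snoRNAs, 14 snRNAs and 4 protein-coding genes. With near-identical short genes summed, edgeR called 0 genes (612 lower and 427 higher at an unadjusted p below 0.05), and with protein-coding genes alone also 0 (252 and 285). The protein-coding genes were Hspa1a, Hspa1b, Dcaf17 (log2 fold change -1.06) and Ppig (-0.80). Among the called genes, the largest decreases after Hspa1a and Hspa1b were in Snora81 (log2 fold change -2.49, edgeR, adjusted p = 0.044), Gm24871 (-2.28, adjusted p = 0.037) and Snora3 (-2.25, adjusted p = 0.046), all of which overlap another gene on the same strand. Among the increases with the lowest p, Tfrc (log2 fold change 0.65), Atp1b1 (1.33), Osgin2 (0.69) and Chchd3 were not called, with adjusted p of 0.075 to 0.085 in edgeR. Past a log2 fold change of 1 in size at an unadjusted p below 0.05, the limits drawn in Fig. 5A, were 602 genes lower and 83 higher, and 82.6% of the 602 were non-coding genes of up to 200 nt. Past 2 in size were 36 lower and 15 higher. The median log2 fold change was -1.65 for 5S and other short rRNA genes, -1.37 for snoRNAs and -1.25 for snRNAs, against 0.071 for nuclear protein-coding genes.

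**Figure D5:**
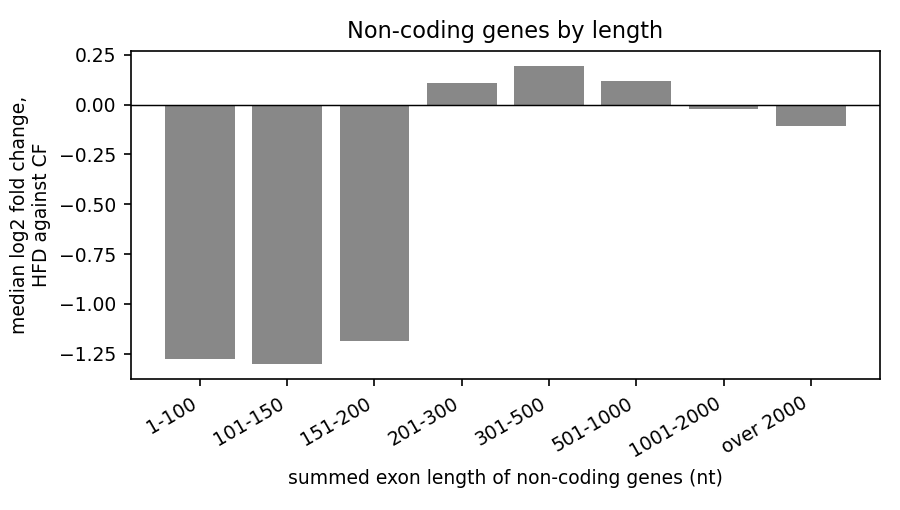
Median log2 fold change of HFD against CF (y axis) of non-coding genes by summed exon length in nt (x axis). The 3 bars up to 200 nt lie between -1.30 and -1.19, and the longer genes between -0.11 and 0.20.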

### Adam17 Up-Regulation Mediates p38 MAPK Activation and Expansion of DC-Restricted Progenitors in Obesity

Diet-induced obesity generates both quantitative increases in CDPs and cell surface expression of Adam17. To determine whether Adam17 up-regulation by HFD in DC-restricted progenitors directly affects the downstream p38 MAPK pathway and proliferation, we employed pharmacological inhibition of Adam17 and assessed p38 phosphorylation and proliferation assays (Figure 6). Normalization of p38 MAPK phosphorylation was found when progenitors isolated from HFD mice were treated *in vitro* with Adam17 inhibitor (Figures 6A,B), indicating that a direct effect of Adam17 activation on p38 MAPK phosphorylation in DC-restricted progenitors. A similar effect was found with Adam17 inhibitor (Figure 6C), suggesting that proliferation of DC precursors could be regulated by Adam 17 activation in obesity. Finally, we found that expression of S-G2/M cyclins in DC-restricted progenitors after Adam17 inhibitor treatment were significantly decreased (Figure 6D). Altogether, these results indicate that a tight control of Adam17 expression is critical to dysregulation of p38 MAPK signaling particularly in obesity, and show that Adam17 is one of the key determinants of DC-restricted progenitor expansion.

**Figure 6:**
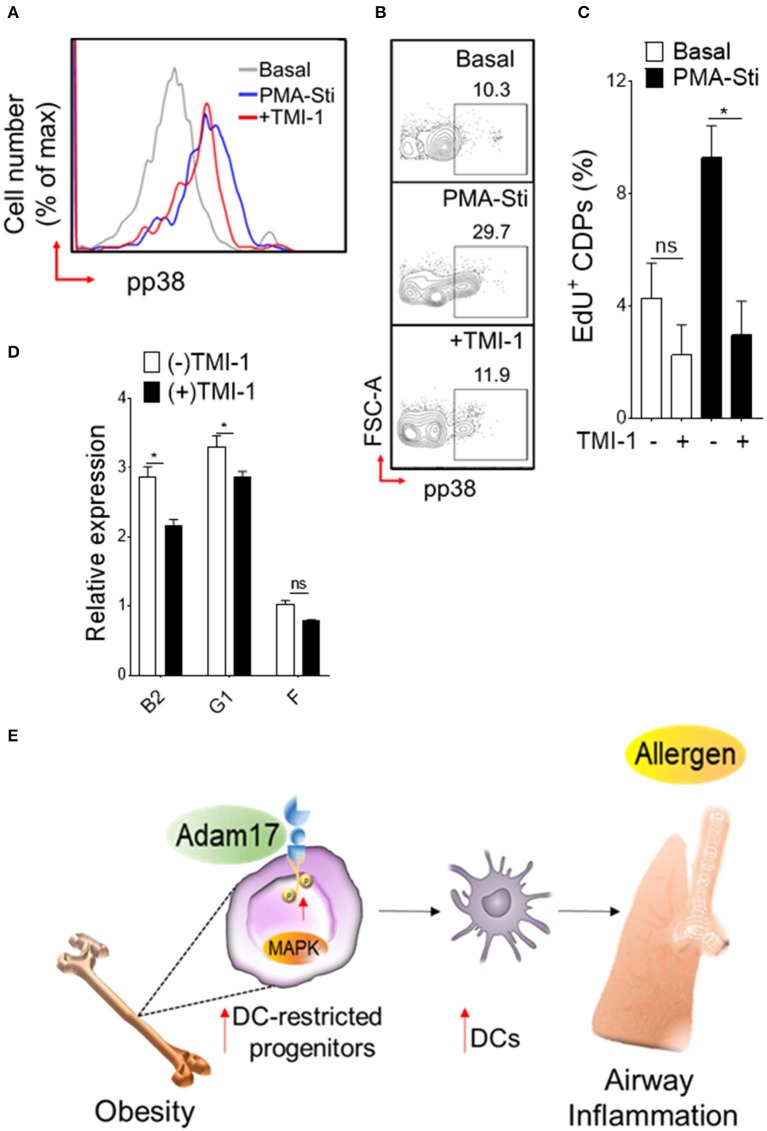
Adam 17 up-regulation in obesity affects DC-restricted progenitors. **(A)** Histogram and **(B)** representative FACS plots showing basal and PMA-stimulated levels of phosphorylated p38 and **(C)** mean percentages of EdU (5-ethynyl-2′-deoxyuridine) showing proliferation of CDPs treated with selective Adam 17 inhibitor. BM hematopoietic stem cells were isolated from HFD mice and cultured overnight in presence of Adam 17 inhibitor TMI 1 (50 μM). Phosphorylation and proliferation analyses showing on gated LSK^+^ CD115^+^ Flt3^+^ cells. **(D)** qRT-PCR analyses for S-G2/M-cyclins (B2, G1, and F) gene expression in cultured cells isolated from HFD mice. Data expressed as mean ± s.e.m. *n* = 4. Student's *t*-test *P < 0.05. **(E)** Schematic representation of proposed Adam 17-p38 MAPK signaling in DC-restricted progenitors in obesity-associated airway inflammation.

## Discussion

Using dietary mouse model, our results demonstrate that obesity has a regulatory effect on lineage-specific dendritic-cell progenitors in the BM compartment. Although DC-restricted CDP population display a limited perturbation at steady-state, they show an exacerbated proliferative response and expansion in obesity along with quantitative increase of lung myeloid cells in airway inflammation. Mechanistically, we found that this aberrant CDP activity in BM is linked to the acquisition of specific molecular features, particularly activation of p38 mitogen activated protein kinase (MAPK) signaling and up-regulation of a disintegrin and metallopeptidase domain 17 (Adam17) expression. We show that these molecular changes of DC-restricted progenitors in obesity-associated low-grade inflammation respond unequivocally to allergen—induced asthma and impairs the distribution of lung myeloid cells. Finally, we demonstrate that Adam17 is one of the key regulators of p38 MAPK activation and is required for the proliferation of DC-restricted progenitors in obesity. In sum, we establish a mechanistic link between enhanced demand of DCs and exacerbation of allergic asthma in the setting of obesity (Figure 6E).

Expansion of HSCs and oxidative stress response are hallmark of obesity-associated changes (14, 34). In parallel our results demonstrate quantitative expansion of lineage-specific niche cells in the BM pool (38). We found increased levels of intracellular ROS generation in DC-precursors promoting a rapid proliferation through induction of the p38 MAPK. This suggest a progressive acquisition of oxidative stress in obesity that leads to specific adaptive changes in DC-restricted progenitors (39). In this study, we show that oxidative stress and p38 MAPK activation in obesity positively correlates with the proliferation and expansion of DC-restricted progenitors. We found a small fraction of actively dividing CDPs that correlates with induction of mitotic S-G2/M cyclins in obesity. This is consistent with prior reports demonstrating that HFD profoundly effects the BM microenvironment and dynamics of stem and progenitor cell expansion and differentiation (15, 40). Importantly, the MAPK family of serine/threonine kinases are an integral part of progenitor cell signaling in response to stressors and able to fine-tune the balance between expansion, survival and differentiation process (41). As such, mouse deficient in cell-cycle checkpoint regulator Atm undergo constitutive activation of p38 MAPK signaling and higher ROS generation resulted in HSC exhaustion and sustain hematopoiesis (39, 42). Notably, the HSC phenotype in obesity is driven by specific changes in adipose tissues in the BM compartment and remain to be fully established. Further, p38 MAPK positively regulates proliferation of HSC-derived progenitors including erythroid progenitors (43) myeloid progenitors (44) and endothelial progenitors in obesity (45). As others, we found sustained p38 MAPK activation in DC precursors and DCs isolated from HFD mice. We show that obesity associated changes primes the DC precursors with persistent p38 activation and expansion that could be reversed by pharmacological inhibition of p38 activity. This suggest that alterations of DC supply chain contribute to the chronic low-grade inflammation associated with obesity (46, 47).

In this study, we show that p38 activation associated with obesity directly impacts on Adam17 expression in DC-restricted progenitors. Adam17 expression is tightly controlled in obesity as Adam17-knockout mice on HFD shows protection from insulin resistance, diabetes, non-alcoholic fatty liver disease and tumorigenesis (48, 49). Global deletion of Adam17 gene in mice shows developmental defects due to impaired EGFR and TNF-α receptor signaling and are characterized by lean, hypermetabolic phenotype (50), suggesting a pivotal role of Adam17 in energy homeostasis. As such, Adam17 act as a key regulator to fine-tune the properties of DC-restricted progenitors. In obesity, we show that Adam17 plays a regulatory role contributing to reinforce p38 MAPK activation and proliferation of DC-restricted progenitors. Importantly, modulation of Adam17 expression through potent Adam 17 inhibitor is effective in restoring p38-mediated proliferation and mitotic S-G2/M cyclin expression in CDPs. However, it remains uncertain whether S-G2/M cyclin expression directly linked to Adam 17 activity and actually contributes to CDP properties (51). Collectively, these results demonstrate that Adam17-p38 MAPK axis is tightly coupled to proliferation in DC-restricted progenitors in obesity.

Diet-induced obesity can modify the immunological environment in the lung and influence the severity of airway inflammation (8, 9, 18, 52). There are substantial precedents to suggest many complementary and synergistic pathways of obesity-induced or obesity exacerbated asthma (6, 19), however, its impact on dendropoiesis remains poorly understood. Finally, our work establishes that allergic airway inflammation in obesity leads to alterations in the BM compartment and potentiate generation of proinflammatory lung DCs. In consistent with others, we found that HFD exacerbates airway inflammation, as indicated by an increase in BAL cellularity, plasma IgE, and IgG1 levels, and Th2/Th1 immune response (19, 53, 54). We show lung CD11b^+^ conventional DCs, which are specialized for antigen presentation and to generate T cell-mediated immune responses in allergic asthma (55–57), notably increased by HDM sensitization. Thus, the status of airway inflammation during established obesity dramatically differs from non-obese lung environment and is supported by quantitative and qualitative alterations in myeloid populations. Molecularly, obesity-associated changes in DC precursors is supported by an accumulation of lung DCs in HDM-induced airway inflammation.

In summary, these data demonstrate a mechanistic link between DC precursors and exacerbation of allergic asthma in the setting of obesity. We show that diet-induced obesity impairs proliferation of DC-restricted progenitors via Adam17-p38 MAPK-dependent pathway. Furthermore, the obesity-associated changes in DC precursors from BM and DCs elicit an impaired immune response in allergic asthma. Thus, given the central role of DCs in allergic asthma and their rapid turnover in airways, interrupting the DCs supply chain may attenuate asthma severity in obesity.

## Data Availability Statement

The data generated for this study have been deposited at the Gene Expression Omnibus (GEO) under accession code GSE144335 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144335).

## Ethics Statement

The animal study was reviewed and approved by Auburn University Animal Care and Use Committee.

## Author Contributions

AJ, AM, and SL designed the experiments. AM together with AJ, ASa, SM, NS, ASu, PD, and MS performed the experiments. AM, AJ, ASa, ASu, JM, and MS analyzed the data. AM and AJ wrote the manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

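RNA of CDPs sorted from the BM of HFD and CF mice was analysed in 8 libraries, 4 per diet. The authors' table of raw counts per gene was used. According to the paper, it was made by aligning reads with HISAT2, keeping uniquely mapped pairs and counting them with StringTie on the annotated genes of GENCODE comprehensive. Its columns held whole numbers that summed to between 28203651 and 48409689, which fits raw counts without normalization. No gene in it had a highest count under 29, and the paper's text does not name a filter. The column labels share a prefix and differ in a sample number, by which they were matched to the replicates. Transcript-level values, FPKM and the qRT-PCR, flow cytometry and array data of the paper were not analysed here.

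Genes were matched by Ensembl identifier to GENCODE vM21 on GRCm38, which was used for names, coordinates, exon lengths and overlaps with neighbouring genes. The release that the authors used is not named in the paper's text. Non-coding genes with up to 200 nt of exons were called short. Short genes with a longest transcript of up to 500 nt were grouped into families when their sequences had 90% identity over 80% of both, which gave 799 families from 1416 genes.

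Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the diet as group, normalized by TMM and compared by a robust quasi-likelihood fit with the diet as the only term, HFD against CF. Benjamini-Hochberg adjustment covered all genes tested, with a threshold of 0.05. Genes past the limits of the paper's figures were counted at an unadjusted p below 0.05 and a log2 fold change past 1 or 2 in size. Log2 CPM used a prior count of 2. Exact permutation tests were two-sided over the 70 ways to draw 4 of 8 libraries. The p values of the Table 1 assays were also adjusted over the list alone.

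Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, on log2 CPM of the genes tested. Adjustment covered 7 lists on topics of the paper (stress-activated MAPK, cell activation, ERAD, phospholipid biosynthesis, cytokinesis, S phase and G2/M). A separate family of 15 lists described the cells and their handling (erythroid, neutrophil, granulocyte progenitor, B cell, T and NK cell, monocyte and macrophage, plasmacytoid DC, conventional DC, mast cell and basophil, heat shock, immediate early, oxidative stress, p38 pathway, sex and sort markers). The S phase and G2/M lists came from Seurat 5.3.0 in mouse symbols, and the others were written from general knowledge. Reactome sets of the same topics came from fgsea 1.28.0 and were tested where at least 80% of their genes were matched. The percentile of a list's median was taken among 10000 random lists of like mean expression.

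The comparisons, tests, lists, alternatives and the rule for naming genes were fixed before the data were examined, except where the text says that a test or an alternative was chosen later. Genes named are those the paper names in its text, in Table 1 or as labels of Fig. 5C, the 5 largest changes in each direction among called genes with groups apart (or the lowest p where none was called), the 2 members with the lowest p of each list, and the surface markers of the sort. A gene that this rule names is not reported here. S100a8, Ngp, Igkc, Ighm, Siglech, CT010467.1, Dcaf17, Ppig, Gm15564 and Scarna13 were named after their values were seen.

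The alternatives were RLE size factors, library size alone, DESeq2 1.42.0, limma voom with and without sample quality weights, a linear model for each gene on log2(CPM + 1), no filter, a filter of 1 CPM in 4 libraries, the replicate number as a block, and each library left out in turn. For lists they were fry, camera with an estimated correlation and the Reactome sets, and for the principal components the 500 most variable genes or unit variance. Chosen after seeing the data were protein-coding genes alone, near-identical short genes summed, and a neutrophil score as covariate. All 35 splits of the libraries into 4 and 4 were also tested. The figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

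The tests were tried on simulated data made at these depths, where 197 of 15741 genes were changed. In these, edgeR called 52.8% of the changed genes and 74.7% of those changed 4-fold, and 7.14% of its calls were false. DESeq2 called 73.1%, with 27.3% of its calls false, limma voom 54.3% with 9.32%, and the linear model for each gene 22.8% with 2.17%. Lists of 60 genes shifted by 0.5 on the log2 scale had an unadjusted p below 0.05 in 5 of 5 cases with camera, and unchanged lists in 0 of 20. Genes were drawn independently here, so this does not measure false calls of camera among correlated genes. The shift was also larger than the medians of the 7 lists on topics of the paper (-0.0067 to 0.13), so smaller shifts were not tried. Adam17 had 1402 to 1931 counts per library, at which its spread between replicates was larger than the counting error.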

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

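The lists on cells and handling, the neutrophil genes and the exchange of replicates were tested only after the result was seen, as were their splits and the protein-coding components. Some single libraries lay far from the other 3 of their diet. CF replicate 1 was the lowest of its diet on the neutrophil list, with a mean log2 CPM of 5.91 (7.42 to 7.55 in the others), in Ccne1, with 2.84 (3.42 to 3.47), and in Ly6a, with 0.51 (1.29 to 1.45), and the highest on principal component 1, with 41.1 (-16.5 to -9.17). CF replicate 2 was the highest on the plasmacytoid DC list, with 4.65 (4.28 to 4.31), and the lowest in Ccnd2, with 6.72 (7.08 to 7.14). These were 6 of 96 groups of 4 libraries looked at, and chance gives about 1 in 20.

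HFD replicate 1 stood at the other end of component 1 and had the highest value of all 8 libraries in 15 of the 15 genes of the neutrophil list, while HFD replicate 4 had the lowest in 15. S100a8 had 5155 CPM and Ngp 4383 CPM in HFD replicate 1, against 245 to 901 and 180 to 818 in the other HFD replicates and 539 to 1778 and 388 to 1303 in CF. All 15 genes of the list had at least 1 CPM in both diets and 0 are in another list. This is consistent with neutrophils or their RNA among the sorted cells, in amounts that differ between libraries. CF replicate 1 has little and HFD replicate 1 much of this RNA, so an exchange of the 2 labels could also be thought of. An exchange after the cells were handled would move all values with the labels. Short non-coding RNA goes with the labels as given, with 8.50% of counts in HFD replicate 1 (11.2% to 13.6% in other HFD replicates). CF replicate 1 had 33.9% (21.7% to 26.2%). Hspa1a does too, with 55.6 CPM (17.0 to 27.6) and 298 CPM (199 to 255). Both were looked at here because they separate the labels as given, so they cannot decide whether these 2 libraries were exchanged. On the immediate early list HFD replicate 1, at 5.25, lay with CF, but so did CF replicate 1, at 4.59. An exchange before handling cannot be told apart from the labels as given either. On component 2 of protein-coding genes HFD replicate 1 had a score of 18.5 (8.86 to 29.9 in all HFD replicates, -27.9 to -9.42 in CF), but this component was chosen because it separates the labels as given. Component 1 separates the groups with both exchanged (1.17 to 43.5 against -74.6 to -5.80), which were chosen by the neutrophil RNA. Fitted to protein-coding genes alone, edgeR called 131 genes with both exchanged (128 of them lower) and 0 with the labels as given (252 lower and 285 higher at an unadjusted p below 0.05). Over all genes it went the other way, with 28 called after the exchange and 67 with the labels as given. With both exchanged the neutrophil list had a median log2 fold change of -2.32, and 4 of its 15 genes were among those called. How far neutrophil RNA accounts for the other calls was not tested. A difference between mice of 1 diet also stays open and was not tested.

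The paper does not report on erythroid genes. Of the 16 genes of the erythroid list, 14 were tested, 13 had at least 1 CPM in both diets and 0 are in another list. The list was higher in HFD (camera, adjusted p = 0.0019), with a median log2 fold change of 1.07, 14 of 14 genes higher and 3 of 4 HFD replicates above the CF mean. The members with the lowest p were Tfrc, with 0.65, and Epor, with 2.29 (edgeR, adjusted p = 0.075 and 0.44). Epor, with 15 to 36 counts in CF and 26 to 291 in HFD, had 0.99 without HFD replicate 1. Without HFD replicate 1 the call was lost (camera, adjusted p = 0.46, 4.3e-11 to 0.82 over 17 alternatives), which is consistent with a signal carried by this library. A p as small was found in 18 of 35 splits of the libraries, so chance cannot be excluded. An effect of the diet stays open and was not tested apart from this.

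The paper does not report on the B cell and plasmacytoid DC genes of the CDP libraries. The B cell list was higher in HFD (camera, adjusted p = 7.4e-06, 2.3e-09 to 0.54 over 17 alternatives), with a median log2 fold change of 0.76, 15 of 16 genes higher and 4 of 4 HFD replicates above the CF mean. The plasmacytoid DC list was higher (camera, adjusted p = 0.0010, 3.2e-07 to 0.66), with a median of 0.78, 11 of 11 genes higher and 3 of 4 replicates above. The conventional DC list was lower (camera, adjusted p = 9.0e-05, 2.6e-07 to 0.54), with a median of -0.45, 4 of 16 genes higher and 4 of 4 replicates below. None of the 3 passed the threshold by fry or with an estimated correlation. A p as small was found in 3 of 35 splits for the B cell list, 8 for the plasmacytoid DC list and 5 for the conventional DC list, so chance cannot be excluded. The members with the lowest p were Cd79a, with 0.88, and Fcrla, with 1.00 (edgeR, adjusted p = 0.17 and 0.19), Spib, with 1.40, and Ccr9, with 1.56 (0.11 and 0.14), and Cd74, with -1.12, and H2-Aa, with -1.19 (0.18 and 0.27).

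A lower share of CDPs in the HFD libraries, made up evenly by the other DCs, would raise both of their lists. The plasmacytoid DC median lay 1.23 above the conventional DC median, which argues against such an even replacement. Replacement by plasmacytoid DCs or B cells alone was not tested, and this gap cannot exclude it. HFD replicate 1 alone is argued against too, since without it the highest adjusted p of the 3 lists was 0.027 by camera. B cells among the sorted cells cannot be told apart from a change within the progenitors, since the B cell list, with its median of 0.76, also holds genes of early progenitors. Igkc had 33.5 to 473 CPM in HFD and 2.36 to 69.4 in CF (log2 fold change 2.25, edgeR, adjusted p = 0.74), Ighm 387 to 728 and 261 to 412 (0.68, adjusted p = 0.34), and Siglech 13.3 to 62.2 and 13.0 to 17.1 (1.47, adjusted p = 0.20). Of the genes written, 15 of 16 B cell, 11 of 12 plasmacytoid DC and 15 of 16 conventional DC genes had at least 1 CPM in both diets. In another list were 0, 0 and 4 of them, and the paper names 2 of the conventional DC list. An effect of the diet on the progenitors may underlie these lists and was not tested apart from them.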

How the results depend on the processing

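Protein-coding genes alone, near-identical short genes summed, the neutrophil score as covariate, every alternative of the 15 lists on cells and handling, and the counts of splits for lists and for protein-coding genes were chosen only after the results were seen. Of 92 named genes, 66 kept their direction under all settings run for them, which were up to 20, and 26 changed it under at least 1. Of the 26, 5 changed it only with library size alone, which raises all genes and says nothing about single genes. The largest log2 fold change among the 26 was 0.82, for Chil3. The log2 fold change of Adam17 stayed between 0.026 and 0.28 under the 20 settings run for it and was called under none of them (adjusted p from 0.43 to 1.0 by the tool of each setting, edgeR or another).

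The count of 67 genes lower in HFD became 503 with DESeq2, 251 with limma voom with sample quality weights and 562 with the neutrophil score as covariate. It became 0 with the linear model for each gene (809 lower and 648 higher at an unadjusted p below 0.05). In edgeR it also became 0 with protein-coding genes alone (252 and 285), which leave out the short RNAs, and with near-identical short genes summed (612 and 427). The count of 0 higher in HFD became 10 with library size alone, 64 with DESeq2, 22 with sample quality weights and 106 with the neutrophil score. With a replicate left out, edgeR called 0 to 166 genes lower and 0 to 34 higher. It called 166 and 34 without HFD replicate 1, 154 and 0 without CF replicate 4, 1 and 0 without HFD replicate 2, 1 and 1 without HFD replicate 4, and 0 without HFD replicate 3 or CF replicates 1, 2 or 3 (731 to 870 lower and 336 to 547 higher at an unadjusted p below 0.05). All 67 were also called with RLE size factors, DESeq2, sample quality weights, no filter, the stricter filter, the neutrophil score and without HFD replicate 1, while 66 were called without CF replicate 4, 62 with library size alone and 58 by limma voom. Apart from the genes left out or summed, the cause of these changes was not tested.

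Past a log2 fold change of 1 in size, the 602 genes lower in HFD became 368 with the linear model for each gene, 61 with protein-coding genes alone and 375 with near-identical short genes summed. The 83 higher became 192 with library size alone, 149 with sample quality weights, 15 with the linear model, 46 with the filter of 1 CPM in 4 libraries and 163 with the neutrophil score, and 78 to 141 with a replicate left out. Past 2 in size, the 36 lower became 16 with library size alone, 55 with limma voom, 83 with sample quality weights, 21 with the linear model, 13 with protein-coding genes alone and 120 with the neutrophil score, and 25 (without CF replicate 1) to 107 (without HFD replicate 1) with a replicate left out. The 15 higher became 26 with library size alone, 32 with limma voom, 35 with sample quality weights, 0 with the linear model, 54 with no filter, 4 with the stricter filter and 23 with the neutrophil score, and 10 (without HFD replicate 1) to 39 (without HFD replicate 3) with a replicate left out. The filters act by the number of low genes they keep, and the cause of the other changes was not tested.

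Among the 35 splits of the libraries into 4 and 4, only 1, the split by diet, gave as many called genes. Taken alone, this excludes chance for the count of 67 at a share under 0.05, but it is the smallest share that 35 splits can give, it is not corrected for the other results tested in this way, and the count fell to 0 or 1 without any of 6 of the 8 replicates. For genes past 1 in size it was 2 of 35, and the other split exchanges HFD replicate 1 and CF replicate 1, so chance cannot be excluded. For genes past 2 in size it was 5 of 35, and for protein-coding genes past 1 in size 9 of 35, so chance cannot be excluded for these either. In edgeR fitted to protein-coding genes alone, the diets gave 0 called genes (252 lower and 285 higher at an unadjusted p below 0.05), so all 35 splits have as many by construction and this count decides nothing.

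Replicates of the diets share a number. Departures of the libraries from the mean of their diet correlated across genes at -0.44 to -0.078 between replicates of the same number, so the numbers do not pair the libraries. With the replicate number as a block, edgeR called 0 genes (675 lower and 236 higher at an unadjusted p below 0.05). This block spends degrees of freedom without removing a shared difference. With the replicate number as a block, Cdkn1a, Scp2, Fcnb, Chil3 and Gata2 changed direction, to -0.11, -0.051, -0.46, -0.72 and -0.17. The cause was not tested.

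With library size alone, Actb, Actr3, Git2, Nop56, Cd2bp2, Rbck1, Plekho1, Capzb, Nsd2, Kit, Flt3 and Ddx3y were higher in HFD, with log2 fold changes of 0.18, 0.0077, 0.13, 0.037, 0.039, 0.19, 0.20, 0.15, 0.18, 0.021, 0.13 and 0.095 in that order. With TMM they were lower. The median of all genes moved from 0.055 to 0.25 between these settings, so this scaling raises all genes by construction. By limma voom, Ccnd2, Cdkn1a, Scp2, Fcnb, Chil3 and Gata2 turned lower, with -0.00071, -0.074, -0.056, -0.14, -0.28 and -0.16 in that order. Sample quality weights reversed Scp2, Phf3, Rbck1, Plekho1, Atp6v0c, Flt3, Fcnb, Chil3, Gfi1, Gata2 and Fcer1a, to -0.20, -0.077, 0.036, 0.073, -0.043, 0.11, -0.90, -1.03, -0.23, -0.57 and -0.42. The linear model for each gene reversed Cdkn1a, Scp2, Fcnb and Chil3, to -0.081, -0.045, -0.029 and -0.30. Protein-coding genes alone reversed Scp2 and Prpf8, to -0.028 and -0.019. The neutrophil score as covariate reversed Ccnd2, Cdkn1a, Actb, Acot7 and Pecam1, to -0.18, -0.27, 0.048, -0.064 and -0.037. Apart from the shift with library size alone, the cause was not tested.

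With each replicate left out in turn, the following genes changed direction in at least 1 case, with the lowest and highest log2 fold change in parentheses: Ccnd2 (-0.091 to 0.30), Cdkn1a (-0.34 to 0.27), Actb (-0.17 to 0.089), Acot7 (-0.19 to 0.17), Scp2 (-0.28 to 0.13), Phf3 (-0.090 to 0.17), Rbck1 (-0.052 to 0.043), Plekho1 (-0.22 to 0.20), Atp6v0c (-0.11 to 0.36), Tmem123 (-0.019 to 0.15), Capzb (-0.13 to 0.027), Prpf8 (-0.021 to 0.054), Nsd2 (-0.084 to 0.011), Flt3 (-0.34 to 0.21), Fcnb (-0.87 to 1.17), Chil3 (-1.10 to 1.18), Gfi1 (-0.30 to 0.62), Gata2 (-0.59 to 0.75), Fcer1a (-0.090 to 0.81) and Ddx3y (-0.18 to 0.0019). Genes that kept their direction but crossed the threshold were Hspa1a (-3.52 to -2.85), Hspa1b (-3.45 to -2.75), Snora81 (-2.73 to -2.10), Gm24871 (-2.51 to -2.03), Snora3 (-2.51 to -1.95), Atp1b1 (1.09 at the lowest), Gadd45b (-1.22 to -0.74), Spib (1.15 to 1.63), Ccr9 (1.28 to 1.80), Jun (-1.08 to -0.77) and Fosb (-2.21 to -1.35). These settings have fewer libraries, and the cause was not tested further.

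Among the lists on topics of the paper, the MAPK list passed the threshold with protein-coding genes alone (camera, adjusted p = 0.023, lower in HFD), and the Reactome set of the topic was reversed (adjusted p = 0.18). With a replicate left out, the adjusted p of the MAPK list was 0.036 to 0.56, lowest without HFD replicate 1. The call of the ERAD list was also lost without HFD replicate 4 (0.21) and CF replicate 4 (0.067), that of the S phase list without HFD replicate 4 (0.26), and that of the G2/M list without HFD replicates 1, 2 and 4 (0.11, 0.13 and 0.26) and CF replicates 1 and 4 (0.071 and 0.22). The cytokinesis list was called without HFD replicate 3 (0.027). The ERAD list lost its call under fry (adjusted p = 0.21), the estimated correlation (0.55) and the Reactome set (0.18), with 0.00046 to 0.21 when a replicate was left out. The S phase list lost it under the neutrophil score (0.059), fry (0.21) and the estimated correlation (0.55), with 0.00093 to 0.26 when a replicate was left out. The G2/M list lost it with protein-coding genes alone (0.090), fry (0.43), the estimated correlation (0.58) and the Reactome set (0.079), with 0.00013 to 0.26 when a replicate was left out. The cytokinesis list had 0.027 to 0.60. The Reactome set of phospholipid biosynthesis was not run, because only 75.3% of its genes were matched, and the cell activation list has no Reactome set. Over all alternatives the adjusted p ranged from 0.023 to 0.61 for the MAPK list, 0.00033 to 0.55 for ERAD, 9.2e-05 to 0.55 for S phase, 0.00013 to 0.58 for G2/M and 0.027 to 0.85 for cytokinesis. The cause of the other changes was not tested. By camera, other splits of the libraries gave a p as small as the diets in 15 of 35 for the MAPK list, 16 for cell activation, 8 for ERAD, 9 for phospholipid biosynthesis, 20 for cytokinesis, 8 for S phase and 12 for G2/M, the split by diet included. Chance can be excluded for none of these 7 lists.

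Among the lists on cells and handling, the neutrophil score as covariate reversed the neutrophil list (adjusted p = 0.92), which it removes by construction, and the monocyte and macrophage (0.91), mast cell and basophil (0.47) and p38 pathway (0.91) lists. The p38 pathway list was also reversed with library size alone (0.69) and fry (0.87), and the sex list with protein-coding genes alone (0.71). With a replicate left out, adjusted p ranged over 0.074 to 0.97 for the monocyte and macrophage list, 0.21 to 0.97 for the mast cell and basophil list, 0.21 to 0.86 for the oxidative stress list, 0.50 to 0.99 for the p38 pathway list, 0.58 to 0.97 for the sex list, 0.34 to 0.78 for the sort marker list, and each of these changed direction in at least 1 case. None of these 6 lists was called with a replicate left out, and the cause was not tested.

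Principal component 1 held 41.4% of the variance with the 500 most variable genes and 31.4% with unit variance, against 38.0%, and component 2 held 16.1% with the 500 genes, against 20.2%. With a replicate left out, component 1 held 32.7% (without HFD replicate 1) to 42.3% and component 2 19.6% to 21.9%. The number and scaling of the genes set these shares by construction.

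Depth limits genes with few counts. The filter left out 282 of 16119 genes, and without it 54 instead of 15 genes were past a log2 fold change of 2 in size and higher in HFD. In simulated data at these depths, edgeR called 52.8% of the changed genes, so a gene that was not called is not shown to be unchanged.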

Differences from the paper's values

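The neutrophil score as covariate, protein-coding genes alone, near-identical short genes summed and the splits for lists were chosen only after the values were seen, and the other settings of this part were set before the data were examined. For Adam17 the paper's volcano plot marks a transcript at a log2 fold change of about 1.9 in Fig. 5A, read by eye. The value for the gene here was 0.075 (standard error 0.11, edgeR, adjusted p = 0.93), so the 2 differ by more than this error. Both are higher in HFD. All 17 alternatives set before the data were examined differ from the paper's value as well, with 0.026 to 0.28, and none of them comes within its error of it.

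The paper states that genes of the MAPK cascade and of cell activation are higher in HFD. Here the lists written for these topics were lower without passing the threshold (camera, adjusted p = 0.23 and 0.28). In the cell activation list 39 of 69 genes were higher, with a median log2 fold change of 0.027 in edgeR, which is the paper's direction. A Reactome set on p38 MAPK activation was higher without passing it (adjusted p = 0.18). The MAPK list passed it, lower in HFD, without HFD replicate 1 (adjusted p = 0.036) and with protein-coding genes alone (0.023), a setting chosen after the values were seen (0.023 to 0.61 over 18 alternatives). The paper states that genes of ER-associated protein catabolism, phospholipid biosynthesis and cell-cycle regulation are lower in HFD. Here the ERAD list was higher, with a median log2 fold change of 0.11 (camera, adjusted p = 0.0042), as were the S phase list, with 0.13 (adjusted p = 0.0042), and the G2/M list, with 0.088 (adjusted p = 0.016). These 3 calls were lost without HFD replicate 4 (camera, adjusted p = 0.21, 0.26 and 0.26), by fry (0.21 to 0.43) and with an estimated correlation (0.55 to 0.58), and by the splits of the libraries chance cannot be excluded for them. The phospholipid biosynthesis and cytokinesis lists were higher without passing the threshold (camera, adjusted p = 0.23 for both). The paper also reports S-G2/M cyclins higher in HFD by qRT-PCR, and Ccnb2, Ccnf and Ccng1 were higher here, by 0.25, 0.28 and 0.19 on the log2 scale, without being called by edgeR (adjusted p = 0.69, 0.74 and 0.76). With each replicate left out in turn, they ranged over 0.18 to 0.36, 0.18 to 0.38 and 0.083 to 0.25 in that order. None of the settings run gave any of the 7 lists, past the threshold, the direction that the paper states for its gene sets. From EdU and cyclin assays the paper reports increased proliferation, and the S phase and G2/M calls above have that direction. The lists are not the GO sets of the paper.

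Fig. 5C shows genes whose transcripts pass a log2 fold change of 2 in size in the paper. Of the 34 labelled genes tested here, 24 changed in the direction of the figure, 4 were past 2 in size at an unadjusted p below 0.05 (among them Acp5, with 1.96 without HFD replicate 4), and edgeR called 2, Hspa1a and Hspa1b. Snora75 and Chchd3 were also called by DESeq2 and by limma voom with sample quality weights, and Acp5 by DESeq2. The neutrophil score as covariate, which was chosen after seeing the values, called Snora75 and Chchd3 too and dropped 0 of the 2 called by edgeR. Adam17 was called under none of the 20 settings.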

Other observations

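All tests of explanations in this part, the lists' splits and the genes Gm15564 and Scarna13 were chosen only after the result was seen. Short non-coding RNAs were lower in HFD, with a median log2 fold change of -1.28 over 689 genes of up to 200 nt, against 0.055 for all genes. Near-identical copies counted many times are argued against, since the median of short families after summing was -1.31. A difference in total counts as the whole cause is argued against, since in the libraries whose totals lie in the range that both diets cover (2 HFD and 3 CF) the mean share of short RNA was 12.8% in HFD and 24.2% in CF, a difference of -11.4 points. Mitochondrial tRNAs and mRNAs are made from the same transcripts, and the tRNA median lay -0.90 from that of the mRNAs (-1.30 and -0.40). This is consistent with a difference in the recovery of RNAs by their length. The exact p for mitochondrial tRNA per 100 mRNA counts was 0.057 (permutation test), with 4.15 to 10.8 in HFD and 7.77 to 22.6 in CF. Non-coding genes of over 200 nt had medians from -0.11 to 0.20 by length. Against length alone, 96 other non-coding genes of up to 200 nt had a median of -0.035. A preparation batch that follows the diet cannot be told apart from the diet, because each diet forms 1 run of sample numbers, and the shares of short RNA were 8.11 points apart. An effect of the diet on these RNAs stays open and was not tested.

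Hspa1a, Hspa1b and the immediate early genes were lower in HFD. The immediate early list had a median log2 fold change of -0.81, 1 of 20 genes higher and 3 of 4 HFD replicates below the CF mean (camera, adjusted p = 1.7e-08, 3.7e-17 to 0.54 over 17 alternatives), and did not pass by fry or with an estimated correlation. A p as small was found in 4 of 35 splits, so chance cannot be excluded. Its members with the lowest p were Jun, with -0.92, and Fosb, with -1.65 (edgeR, adjusted p = 0.14 and 0.20). Neutrophil RNA as the whole cause is argued against. The median on log2 CPM was -0.810 with the neutrophil score as covariate and -0.936 without it. Reads shared between Hspa1a and Hspa1b are argued against, since the log2 ratio of their summed CPM was -3.00. Handling of the cells that follows the diet could give such a difference, with a median of -0.811, and cannot be told apart from the diet, because no label gives the handling. All 20 genes tested had at least 1 CPM in both diets and 0 are in another list. The heat shock list had a median of 0.060, a mean of -0.34 and 10 of 16 genes higher, with 4 of 4 HFD replicates below the CF mean (camera, lower, adjusted p = 0.17, 0.0018 to 0.89), and was called lower without HFD replicate 4 (0.0018) and with protein-coding genes alone (0.026). Hspa1a and Hspa1b carry its mean, since the other 14 genes had a mean of 0.039, with 10 higher. A p as small was found in 17 of 35 splits, so chance cannot be excluded. An effect of the diet stays open and was not tested.

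The other lists on cells and handling were not called by camera. The neutrophil list had a median log2 fold change of 0.37 with 13 of 15 genes higher in edgeR, but camera on log2 CPM placed it lower (adjusted p = 0.060, 1.5e-08 to 0.95 over 17 alternatives), with 1 of 4 HFD replicates above the CF mean, and called it lower without HFD replicate 1 (1.5e-08) and CF replicate 1 (0.0028), with library size alone (0.0013) and with protein-coding genes alone (0.016). Its members with the lowest p, Fcnb and Chil3, had 0.81 and 0.82 and turned lower by limma voom, with and without sample quality weights, by the linear model for each gene and without HFD replicate 1 (-0.87 and -1.10), among other settings. The granulocyte progenitor list had 0.026, with 6 of 9 genes higher (camera, lower, adjusted p = 0.19, 4.5e-05 to 0.99), and was called lower without HFD replicate 1 (4.5e-05) and CF replicate 1 (0.040) and with library size alone (0.042). Gfi1 had 0.40 (-0.30 without HFD replicate 1) and Prtn3 -0.27 (-0.77 without HFD replicate 1 to -0.031 without CF replicate 3). The T and NK cell list had 0.60, with 6 of 8 genes higher (camera, adjusted p = 0.13, 0.024 to 0.66) and 4 of 4 HFD replicates above the CF mean, and was called higher without HFD replicate 4 (0.024) and CF replicate 3 (0.026). Of its 15 genes written, 3 had at least 1 CPM in both diets and 1 is in another list. Cd2 had 2.59 (1.77 without HFD replicate 1) and Cd4 1.87 (2.83 without CF replicate 2), both near the floor, with 0 to 8 and 4 to 38 counts in CF and 13 to 63 and 40 to 80 in HFD. In the granulocyte progenitor list 9 of 9 genes had at least 1 CPM in both diets and 0 are in another list. A p as small was found in 20, 22 and 7 of 35 splits for these 3 lists, so chance cannot be excluded.

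The monocyte and macrophage list had a median of 0.016, with 7 of 14 genes higher, while camera on log2 CPM placed it lower (adjusted p = 0.40), C1qc at 2.29 (0 to 22 counts in CF and 8 to 102 in HFD, 1.25 without HFD replicate 1 to 3.42 without CF replicate 2) and Ccr2 at -0.44. The mast cell and basophil list had 0.16, with 5 of 6 higher, while camera placed it lower (adjusted p = 0.70), Gata2 at 0.46 and Fcer1a at 0.43. The oxidative stress list had 0.12, with 14 of 19 higher (camera, higher, adjusted p = 0.70), Gclm at 0.78 and Gpx4 at 0.31. Of the HFD replicates, only replicate 1 (mean log2 CPM 5.21) was above the CF mean of 4.38 on the oxidative stress list. Without HFD replicate 1 this list was lower (camera, adjusted p = 0.25). With a replicate left out, Gclm fell to 0.38 and Gpx4 to 0.17 at the lowest. The p38 pathway list had -0.0068 and a mean of 0.12, with 6 of 14 higher (camera, lower, adjusted p = 0.97), Mapk11 at 1.15 and Mapk14 at 0.37. The sex list had 0.040, with 4 of 5 higher (camera, higher, adjusted p = 0.88), Kdm5d at 0.13 and Ddx3y at -0.091. The sort marker list had -0.061, with 3 of 10 higher (camera, lower, adjusted p = 0.55), Csf1r at -0.24, Ly6a at 0.38, Kit at -0.17 and Flt3 at -0.076. With library size alone, Kit, Flt3 and Ddx3y were higher, and Flt3 also with sample quality weights. A p as small was found in 27, 31, 31, 35, 29 and 24 of 35 splits in this order, so chance cannot be excluded. Of the genes written, 12 of 15, 6 of 9, 17 of 19, 13 of 15, 4 of 5 and 10 of 10 had at least 1 CPM in both diets, and 1, 0, 0, 6, 0 and 3 are in another list.

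Of the assays of Table 1, Ccne1 had a log2 fold change of 0.51, Ccnd2 0.085, Cdkn1a 0.048 and Actb -0.020, and Actb was higher with library size alone (0.18) and the neutrophil score as covariate (0.048), while Ccnd2 turned lower with that score (-0.18). Adjusted over the list alone, p in edgeR was 0.22 for Ccne1, Ccng1, Ccnb2 and Ccnf and 0.89 for Ccnd2 and Cdkn1a. Zbtb46 had -0.34 (edgeR, adjusted p = 0.61) and Batf3 -0.79 (adjusted p = 0.82). With each replicate left out in turn, Zbtb46 ranged from -0.44 to -0.25 and Batf3 from -1.16 to -0.45. Batf3 had only 5 to 67 counts per library. Gm15564 had 0 counts in HFD replicate 4 and CF replicate 4 and 134984 to 207562 in the other libraries. Scarna13 had 0 counts in CF replicates 1 and 2 and 2924 to 5827 in the others. Whether these zeros were measured or arose in the making of the table is not known, and no explanation was tested for these 2 genes.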
